# Comprehensive catalog of dendritically localized mRNA isoforms from sub-cellular sequencing of single mouse neurons

**DOI:** 10.1186/s12915-019-0630-z

**Published:** 2019-01-24

**Authors:** Sarah A. Middleton, James Eberwine, Junhyong Kim

**Keywords:** RNA localization, Single-cell RNA-seq, Sub-cellular RNA-seq, RNA secondary structure, SINE

## Abstract

**Background:**

RNA localization involves cis-motifs that are recognized by RNA-binding proteins (RBP), which then mediate localization to specific sub-cellular compartments. RNA localization is critical for many different cell functions, e.g., in neuronal dendrites, localization is a critical step for long-lasting synaptic potentiation. However, there is little consensus regarding which RNAs are localized and the role of alternative isoforms in localization. A comprehensive catalog of localized RNA can help dissect RBP/RNA interactions and localization motifs. Here, we utilize a single cell sub-cellular RNA sequencing approach to profile differentially localized RNAs from individual cells across multiple single cells to help identify a consistent set of localized RNA in mouse neurons.

**Results:**

Using independent RNA sequencing from soma and dendrites of the same neuron, we deeply profiled the sub-cellular transcriptomes to assess the extent and variability of dendritic RNA localization in individual hippocampal neurons, including an assessment of differential localization of alternative 3′UTR isoforms. We identified 2225 dendritic RNAs, including 298 cases of 3′UTR isoform-specific localization. We extensively analyzed the localized RNAs for potential localization motifs, finding that B1 and B2 SINE elements are up to 5.7 times more abundant in localized RNA 3′UTRs than non-localized, and also functionally characterized the localized RNAs using protein structure analysis.

**Conclusion:**

We integrate our list of localized RNAs with the literature to provide a comprehensive list of known dendritically localized RNAs as a resource. This catalog of transcripts, including differentially localized isoforms and computationally hypothesized localization motifs, will help investigators further dissect the genome-scale mechanism of RNA localization.

**Electronic supplementary material:**

The online version of this article (10.1186/s12915-019-0630-z) contains supplementary material, which is available to authorized users.

## Background

RNA localization is critical to many inter-cellular processes. Neurons are an excellent system to study RNA localization because their extreme polar morphology (neurites of the neurons) creates clear spatial differentiation of the localized RNA and makes it relatively easy to isolate the localized RNA. In addition, RNA localization is critical to neuronal function in which neurons require local protein synthesis within the dendrites to produce long-lasting synaptic potentiation [1–3]. In order for this local synthesis to occur, mRNAs must first be transported to the dendrites. Although RNA localization and local translation have been studied for over 20 years, including initial Sanger sequencing of isolated single dendrite RNA [4, 5], a more detailed and thorough analysis is required to generate a consensus set of dendritically localized RNAs. Surprisingly, the advent of high-throughput sequencing has not greatly improved matters: of three recent RNA-seq studies of dendritically localized RNA [6–8], only 1% of the identified RNAs overlapped between all three studies (44 of 4441). Although these differences can be partly attributed to differences in sample origin, organism, and experimental protocol between each study, these examples nonetheless point to a need for further studies to understand the full range and variability of dendritic RNAs.

There are several major challenges in profiling the dendritic transcriptome: (1) cleanly separating the somatic and dendritic compartments so that they can be profiled separately, (2) differentiating transcript variation (e.g., alternative 3′UTRs) in addition to localization, (3) accounting for single cell variation in both somatic expression and dendritic localization, and (4) distinguishing actively translocated RNA from randomly diffused RNA. Here, we approach these challenges by performing simultaneous RNA sequencing of the somatic and dendritic compartments of single neurons from primary cultures to allow for a direct contrast of the dendritic transcriptome with its parent soma and to enable the assessment of heterogeneity of localization across neurons. Approaching the problem by single-neuron-matched sub-cellular sequencing has two advantages. First, by matching the dendrite and soma samples, we are able to more clearly identify differentially expressed, and therefore likely to be actively translocated, RNA. Second, since randomly diffused RNA is likely to be different in different individual cells, by examining the variability and consistency across the individual cells, we are again likely to identify actively translocated RNA. Our approach also allows us to examine individual cell variability in localization as well as effects of isoform usage. Given that substantial gene expression heterogeneity has already been observed on the whole-neuron level [9], it would not be surprising if there is variability of localization across cells, as was found in an early single dendrite Sanger sequencing study [4]. In addition, localization variability in neurons may arise from the use of alternative 3′UTR isoforms. Neurons uniquely express a large number of extended 3′UTR isoforms that are conserved between human and mouse [10], and one possibility is that a subset of these 3′UTRs contain dendritic localization signals. A few specific examples of differentially localized 3′UTR isoforms have already been characterized [11], such as BDNF [12, 13], and this phenomenon was recently surveyed on a genome-wide scale in brain-derived cell lines and cortical neurons [8] and rat hippocampal tissue slices [14] resulting in the identification of hundreds of cases of differential localization of alternative 3′UTR isoforms. Using our single neuron sub-cellular sequencing approach, we identify dendritically enriched RNAs on both the gene and isoform levels, including several of the recently identified neuron-enriched distal 3′UTR extensions [10]. We identify a total of 2225 candidate dendritic RNAs, including 298 that showed differential localization of 3′UTR isoforms that was consistent across the individual cells. Using structure- and sequence-based computational techniques, we extensively annotate these dendritic RNAs to explore their functions and identify possible motifs involved in dendritic targeting. These new computational models provide a library of testable predictions that will help dissect the molecular mechanism of dendritic localization and dendritic RNA function. Finally, we integrate our list of dendritic genes with the current literature, producing a definitive list of dendritic RNAs that have been observed to date in high-throughput studies.

## Results

### Identification of dendritically localized RNAs

To compare the RNAs present in dendrites and somas of individual neurons, we manually separated the dendrites and soma of primary mouse hippocampal neurons using a micropipette [4] and performed RNA sequencing on each sub-cellular fraction such that we obtained the sub-cellular transcriptomes of the same cell (Fig. 1a). We note that the axon is generally small at this culture stage (~ 5% the volume of the dendrites) with a thin gauge (< 1uM) and has a flush axon hillock which is easily distinguishable from a dendrite’s graded hillock. Thus, we do not expect the axon to be harvested in our procedure, and any axon that was collected would not make up a large fraction of the isolated dendrite samples. A total of 16 individual neurons were collected (32 soma and dendrite samples). 

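Primary hippocampal neurons from embryonic C57BL/6 mice were grown in culture for 15 days, and the soma and the dendrites of each of 16 neurons were aspirated into separate tubes, which gave 32 samples paired by neuron. Poly-adenylated RNA was amplified by the aRNA method in 3 rounds for 4 of the neurons (neurons 1, 2, 3 and 4) and in 2 rounds for the other 12, with the same number of rounds for both compartments of a neuron. The authors mapped the trimmed reads to mm10 with STAR and used VERSE to count uniquely mapped reads on the union of the 3′UTR regions of each gene. The deposited counts cover 44081 genes and are not normalized. Dendrites had between 646521 and 6954420 reads counted on 3′UTRs (median 1605714), and somas had between 925525 and 21169974 (median 6165691). These values use the counted reads only. Mitochondrially encoded genes took 15.3% ± 9.80 (SD, n = 16) of the dendrite reads and 2.02% ± 2.12 (SD, n = 16) of the soma reads. The reads carry no molecular identifiers, so they are not independent molecules, and counting error describes the reads alone. A gene was counted as detected in a sample with at least 10 reads, the definition of an expressed gene in the legend of Fig. 1b.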

Extracted RNA was amplified using the aRNA procedure [15–17] and sequenced to an average depth of 25 million reads per sample. 

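Dendrites had 5827 ± 2064 (SD, n = 16) detected genes and somas 9206 ± 1644 (SD, n = 16), with a paired difference of 3379 ± 2539 genes (SD, n = 16 neurons, exact sign-flip permutation test, two-sided, p = 0.000275). The soma had more detected genes in 15 of the 16 neurons. Neuron 5 was the exception, with 9871 genes in its dendrites and 6889 in its soma. The difference was 3418 ± 2792 genes (SD, n = 12) in the neurons amplified in 2 rounds and 3262 ± 1905 (SD, n = 4) in those amplified in 3 rounds, and these did not differ by more than the spread between neurons (exact permutation test over the 1820 splits of the neurons, two-sided, p = 0.923). Among the other settings tried, sampling both members of each pair down to the same number of reads moved the difference most, to 2087 ± 2273 genes (SD, n = 16, p = 0.00314 from the same exact test), with more genes in the soma in 14 neurons.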

Somas generally contained a wider variety of transcripts than their corresponding dendrites, with an average of 9206 and 5827 genes identified in each compartment respectively. As expected, the genes represented in the dendrites were largely a subset of the soma-expressed genes of the same cell (Fig. 1b). 

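Of the genes detected in the dendrites of a neuron, 76.2% ± 11.0 (SD, n = 16) were also detected in its soma, and the share ranged from 51.2% to 90.9% between neurons. On average, 4343 ± 1348 genes (SD, n = 16) were detected in both compartments of a neuron, 1484 ± 1137 in the dendrites only and 4862.5 ± 1613 in the soma only. The share detected in both was 74.9% ± 11.9 (SD, n = 12) with 2 rounds of amplification and 80.2% ± 7.40 (SD, n = 4) with 3 rounds, a difference within the spread between neurons (exact permutation test, two-sided, p = 0.434). With equal read numbers in both members of each pair, the share was 71.1% ± 10.7 (SD, n = 16).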

Due to detection limitations of single-cell sequencing, it is possible that some of the genes found only in soma or dendrites are present in the other compartment but simply not captured during sequencing (dropouts). For example, for each individual cell, the genes specific to the dendrites were generally more lowly expressed than genes shared between soma and dendrites (136.2 and 448.8 reads on average, respectively), suggesting that they are more prone to dropout, which may explain the absence in the soma of some dendritically observed genes. Nonetheless, due to the high sequencing depth used in this study as compared to a typical single cell study, we were able to characterize the transcriptomes of each compartment relatively deeply as illustrated by the number of detected genes. 

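Within each dendrite sample, genes detected only in the dendrites had a mean of 138 ± 126 reads per gene (SD over n = 16 neurons), and genes detected in both compartments had 514 ± 438 (SD, n = 16). The paired difference was 376 ± 323 reads (SD, n = 16 neurons, exact sign-flip permutation test, two-sided, p = 3.05e-05, the smallest p that 16 pairs allow), and shared genes had more reads in all 16 neurons. The difference was 435 ± 353 reads (SD, n = 12) in the neurons with 2 rounds of amplification and 198 ± 104 (SD, n = 4) in those with 3 rounds, and it was positive in every neuron of both groups. The median over genes in place of the mean gave 60.1 ± 32.0 reads (SD, n = 16) for dendrite-only genes and 172 ± 126 (SD, n = 16) for shared genes, and counting genes from 1 read gave means of 37.9 ± 25.3 and 302 ± 261 (SD, n = 16).

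**Figure D1:**
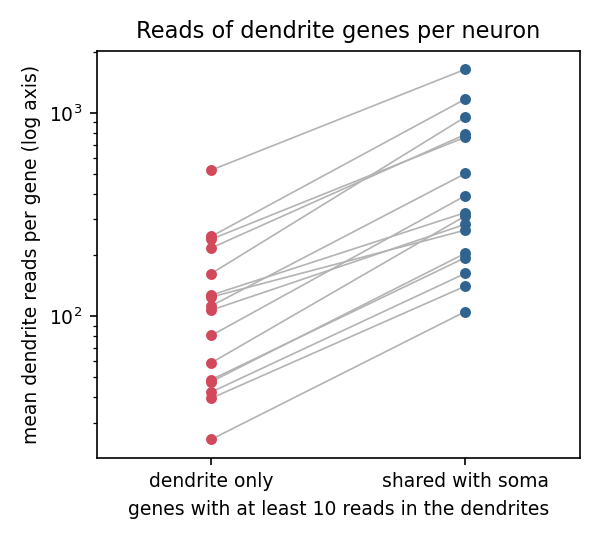
Mean dendrite reads per gene (log axis) for genes detected only in the dendrites and for genes detected in both compartments, with 1 point per neuron and a line joining the points of a neuron. Shared genes had more reads in all 16 neurons.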

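Marker genes were compared as counts divided by the median-of-ratios size factors of DESeq2. Map2, the current symbol of Mtap2, had 5674 ± 3544 normalized reads (SD, n = 16) in dendrites and 1148 ± 780.5 (SD, n = 16) in somas, with reads in every sample. Grin1 had 106 ± 144 normalized reads (SD, n = 16) in dendrites and 153 ± 139 (SD, n = 16) in somas, with reads in 15 dendrites and 16 somas. Neurod6 had reads in 11 dendrites and 11 somas, with medians of 23.5 and 37.0 normalized reads. Its mean in somas, 488 ± 1579 (SD, n = 16), rested on neuron 2, whose soma had 6380 normalized reads. The median in somas was 35.7 normalized reads for Camk2a and 11.2 for Slc17a7, 2 more genes of the pyramidal cell list used here. In dendrites their medians were 69.6 and 117. The housekeeping genes Gapdh, Actb, Ubb, Eef1a1 and Ppia had reads in every sample, and their mean was 1286 ± 441 normalized reads (SD, n = 16) in dendrites and 1931 ± 437 (SD, n = 16) in somas. Lists of 5 or 6 genes for other cell types had lower means: 45.7 ± 57.9 normalized reads (SD, n = 16) in dendrites and 18.8 ± 25.4 in somas for astrocytes, 21.8 ± 61.5 and 1.27 ± 1.98 for microglia, and 19.4 ± 26.4 and 8.77 ± 16.5 for oligodendrocytes. Single genes could be higher. The astrocyte gene Slc1a3 had 193 ± 306 normalized reads (SD, n = 16) in dendrites, with reads in 11 of them. Its mean lay above that of Grin1, while its median of 33.5 lay below the 46.1 of Grin1. The microglial mean in dendrites rested largely on 1 dendrite with 1224 normalized reads of Cx3cr1, a gene singled out after its values were seen. The endothelial list had means of 4.72 ± 7.47 and 8.79 ± 18.6 normalized reads, and the cardiomyocyte list had 0.478 ± 1.12 and 0.803 ± 2.19 (SD, n = 16 in each compartment). The genes of the lists other than those named in the paper's text were chosen here, so they need not be the genes of Fig. 1c.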

All soma and dendrite samples expressed housekeeping genes and neuronal marker genes at high levels, especially pyramidal cell markers such as *Grin1*, *Mtap2*, and *Neurod6*, with little expression of other brain cell type markers (Fig. 1c).

**Fig. 1:**
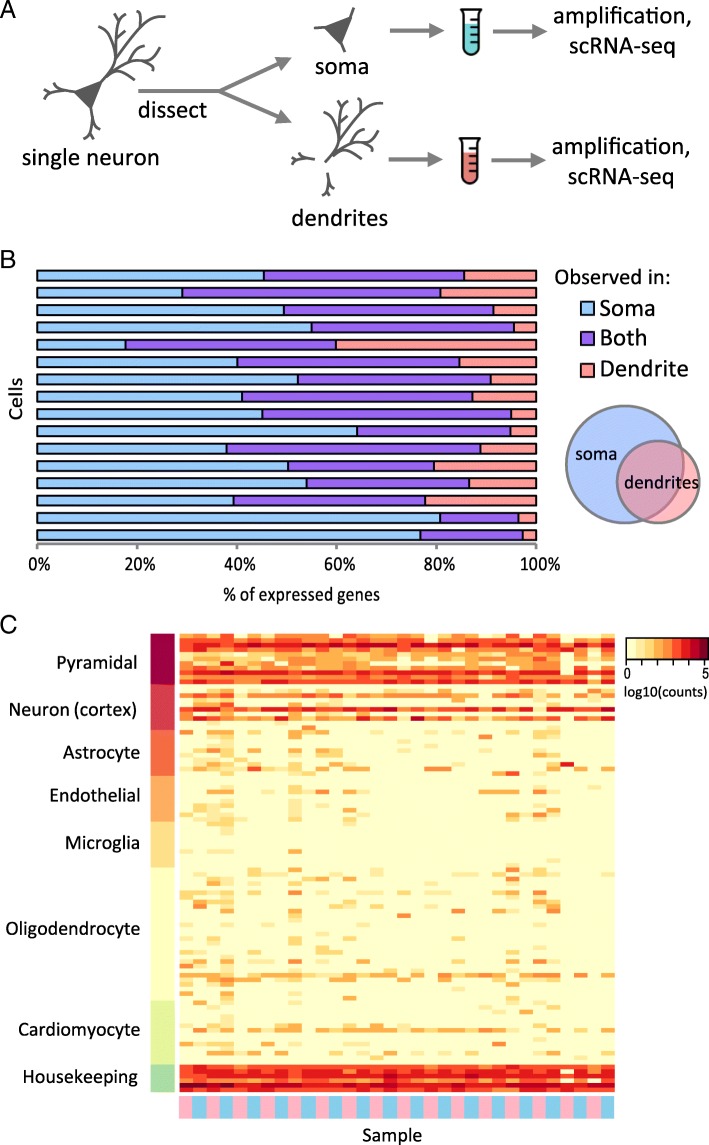
Sub-single cell profiling of soma and dendrite RNA. **a** Isolated single neurons were dissected to separate the soma and neurites, which were collected into separate tubes for amplification and RNA sequencing. **b** Overlap of expressed genes (≥ 10 reads) between soma and dendrites from the same original cell. Each horizontal bar shows the results from a single neuron. The Venn diagram depicts the general relationship between the somatic and dendritic transcriptomes observed in the chart, where the dendritic transcriptomes were largely a subset of the somatic transcriptome of the same cell. **c** Marker gene expression for several brain cell types. Samples (columns) are indicated as either dendritic samples (pink) or soma samples (blue). Expression values were normalized by library size using DESeq2. Cardiomyocyte markers are included as a control cell type that is electrically active but unrelated to brain cells

To identify potentially localized RNAs, we used DESeq2 [18] to perform a differential expression analysis using a paired design, where soma and dendrites of the same original cell were directly compared. 

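The comparison covered the 10880 genes with at least 1 read in at least 16 of the 32 samples, the filter given in the paper's methods. The deposited counts were normalized with edgeR's TMM method and tested with edgeR's quasi-likelihood test (robust fit), with the neuron as a block and the compartment as the tested term. A gene was called with an adjusted p (Benjamini-Hochberg) of at most 0.05, and log2 fold changes are given for dendrites over somas. The paper's tool was fitted as an alternative. The common dispersion was 2.07. Counts were simulated from the means, dispersions and library sizes of these samples, with 200 genes changed by 4 on the log2 scale. The changed genes were drawn from those of above-median abundance only. The same test called 126 of the changed genes (63%), all in the right direction, and 4 of 10627 unchanged genes. The share for less abundant genes was not measured.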

DESeq2 reported 3811 genes significantly more highly expressed in somas and 387 genes significantly higher in dendrites (FDR corrected *p* ≤ 0.05) (Fig. 2a). 

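In the edgeR fit, 90 genes were higher in dendrites and 621 were higher in somas, and 3287 genes had an unadjusted p under 0.05. The median log2 fold change of all 10880 genes was -1.49, so changes are also given relative to it. Every dendrite had 3 or fewer reads for 57 of the genes and every soma for 21, so that only a lower bound of their fold changes can be given, and with these genes at their bounds in place of the fitted values the median was also -1.49. DESeq2 with the same pairing gave 463 genes higher in dendrites and 5029 higher in somas, and edgeR without a filter beyond 1 read gave 15 and 143. The split between the compartments depended on the scaling: with the dendrite samples rescaled so that the median gene was near 0, a setting chosen after seeing the data, 590 genes were higher in dendrites and 90 in somas. Fitted alone, the 12 neurons with 2 rounds of amplification gave 41 and 306 genes, and the 4 neurons with 3 rounds gave 3 and 1. No gene passed the test of a different compartment effect between 2 and 3 rounds (0 genes, with 288 at an unadjusted p under 0.05).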

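The smallest p among genes higher in dendrites belonged to the mitochondrial ribosomal RNAs, mt-Rnr2 at 1094 to 2675 and mt-Rnr1 at 70 to 1024 of the mitochondrial genome (GRCm38). Their log2 fold changes were 3.41 (SE 0.29, adjusted p = 5.75e-12 from edgeR's quasi-likelihood test) and 3.62 (SE 0.33, adjusted p = 2.89e-11), which is 4.90 and 5.11 above the median gene, with 15 of 16 neurons higher in dendrites for both. Each SE here was derived from the test, as the size of the log2 fold change divided by the square root of its F statistic. Nuclear copies of mitochondrial sequence such as Gm13340 and Gm11407 were also higher in dendrites in 16 of 16 neurons (log2 fold changes 3.63 and 3.84), and reads could be split between such copies, so these values are uncertain. Gm26870, GU332589 and BC069931 followed, with log2 fold changes of 2.69, 3.26 and 3.22 and 15, 15 and 16 of 16 neurons higher in dendrites. Without the block for neuron, Gm26870 was no longer called (log2 fold change 1.51, adjusted p = 0.436). Map2, on chromosome 1 from 66175273 to 66442583, had a log2 fold change of 2.66 (SE 0.49, adjusted p = 0.00202, edgeR) and was higher in dendrites in 14 of 16 neurons. Among genes higher in somas, Actr6, on chromosome 10 from 89711971 to 89732295, had a log2 fold change of -8.47 (SE 1.53, adjusted p = 0.00182, edgeR) and was higher in the soma in 15 of the 15 neurons with reads. Tra2a had -6.50 (SE 1.30, 15 of 15 neurons), Mrpl32 -5.65 (SE 1.24, 16 of 16) and Tmem60 -5.71 (SE 1.23, 16 of 16). Only 3 of 16 dendrites had reads of Actr6, 9 of Tra2a, 10 of Mrpl32 and 9 of Tmem60. The direction is clear for these 4 genes, but the size of their paired fold changes is uncertain. Mean normalized reads in dendrites and somas were 6.05 and 151 for Actr6, and 26.6 and 202 for Mrpl32. The fit without the block for neuron gave smaller changes, -4.88 for Actr6 and -4.67 for Tra2a. Gmeb2 and Zfpl1 had no more than 1 read in any dendrite and were at least 8.59-fold and 4.57-fold higher in somas. Fitting only the 4 neurons with 3 rounds kept mt-Rnr1, Gm26870 and GU332589 called (log2 fold changes 4.13, 2.11 and 2.58). It kept the direction of mt-Rnr2, BC069931, Map2, Actr6, Tra2a, Mrpl32 and Tmem60 but left none of these called.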

Given their relatively higher expression in dendrites compared to soma, these 387 genes are likely to be actively localized, and we therefore refer to them as localized RNAs. The localized RNAs were strongly enriched for GO terms related to translation and mitochondria, consistent with previous reports [7, 8, 19], whereas the somatic RNAs were enriched for functions related to the nucleus, including RNA splicing and chromatin organization (Fig. 2b and Additional file 1). 

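GO annotation was not used here, and the functions were tested as 7 sets of genes chosen by symbol, with camera on the edgeR fit and Benjamini-Hochberg adjustment over the sets. For each set, the median gene means here the median of the genes outside the set. The 17 mitochondrially encoded RNAs had a median log2 fold change of 3.00, which is 4.49 above the median gene (SD over genes 0.43, adjusted p = 3.23e-39), and 14 of them were called higher in dendrites (17 adjusted over the list alone). Cytosolic ribosomal proteins (84 genes) lay 2.56 above the median gene (SD 0.88, adjusted p = 4.43e-39), with 8 called higher in dendrites (13 adjusted over the list alone). Nuclear-encoded subunits of the respiratory chain and ATP synthase (80 genes) lay 2.26 above it (SD 1.01, adjusted p = 1.29e-25), with 14 called (20 adjusted over the list alone). RNA splicing factors (67 genes) lay at -0.62 relative to the median gene (SD 1.31, adjusted p = 2.84e-06), with 10 called higher in somas (25 adjusted over the list alone). Chromatin regulators (76 genes) lay at -0.37 (SD 1.73, adjusted p = 0.0374), with 5 called higher in somas (9 adjusted over the list alone), and proteasome subunits (35 genes) at -0.23 (SD 1.22, adjusted p = 5.71e-05), with 4 called (12 adjusted over the list alone). Camera used its preset correlation between genes. With the correlation estimated from the data, only the 3 sets higher in dendrites passed, with adjusted p of 0.000166, 0.00814 and 0.0232, while splicing factors, chromatin regulators and proteasome subunits did not (0.137, 0.464 and 0.211). All 6 sets passed under fry, where chromatin regulators, for example, had an adjusted p of 0.000125. Each set kept the sign of its shift relative to the median gene within the neurons of 2 rounds and within those of 3 rounds. With camera, the 3 sets higher in dendrites and splicing factors passed in both groups. Chromatin regulators passed in neither (adjusted p = 0.0566 with 2 rounds and 0.0781 with 3). Proteasome subunits did not pass with 3 rounds (shift -0.026, adjusted p = 0.122). From the higher expression of the localized genes in dendrites than in somas, the paper proposes that they are actively localized.

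**Figure D2:**
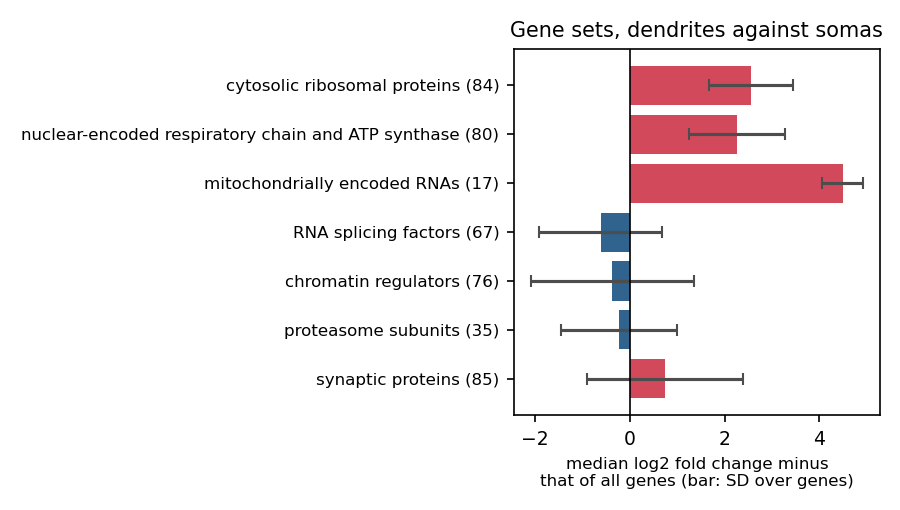
Median log2 fold change (dendrites over somas) of each gene set minus the median of all genes outside the set, with the number of genes in parentheses and error bars of 1 SD over the genes of a set. Mitochondrially encoded RNAs lay 4.49 above the median gene and RNA splicing factors at -0.62.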

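A set of 85 synaptic proteins, chosen by symbol, had a median log2 fold change of -0.76 between dendrites and somas. This is 0.74 above the median of the genes outside the set (SD over genes 1.64), and 60 of its genes lay above the median of all genes tested. The set did not pass the test on the edgeR fit (camera, adjusted p = 0.117). None of its genes was called in either direction over all genes tested or adjusted over the list alone (0 genes, with 3 higher in dendrites and 18 higher in somas at an unadjusted p under 0.05). Fry, which tests the fold changes themselves and not their position relative to other genes, placed the set lower in dendrites (adjusted p = 0.00905), and counts on exons placed it 0.79 above the median gene (camera, adjusted p = 0.0153).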

Notably, there was no significant enrichment among these localized genes for terms specifically related to plasticity or synaptic function.

**Fig. 2:**
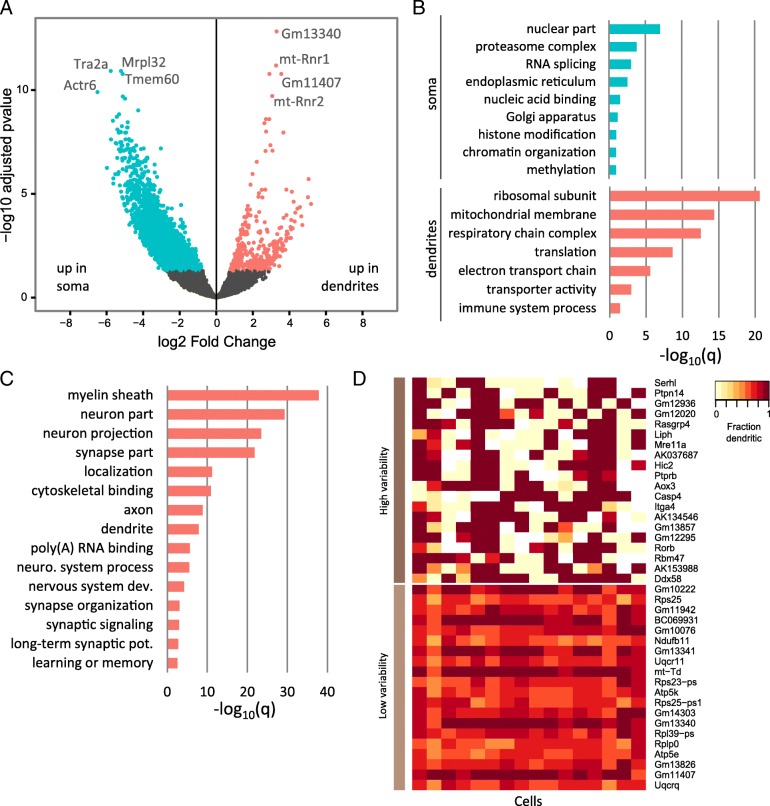
Differentially expressed genes between soma and dendrites. **a** Differentially expressed genes in soma (blue) and dendrites (pink). **b** Selected GO terms enriched in the soma and dendrites (deDend) based on the differential expression analysis. **c** Selected GO terms enriched in the consDend genes. **d** Heatmap showing the dendritic read fraction for the top 40 genes (rows) with the highest and lowest variability of localization

Differential expression analysis may not identify all localized RNAs because not all localized RNAs are expected to have higher expression concentration in the dendrites than the soma. This may be particularly relevant when expression is profiled at the single-cell level, since factors such as bursting transcription and variable rates of localization can lead to high variability in the relative amounts of RNA in each compartment at the time of collection. Therefore, we additionally identified RNAs that were consistently present in the dendrites across the profiled cells, since these RNAs are likely to have important dendrite function even if they are not differentially at higher concentration in the dendrites compared to the soma. We found 1863 RNAs in at least 90% of the dendrite samples, which included well-characterized localized RNAs such as *Actb*, *Bdnf*, *Calm1*, *Dlg4*, *Grin1*, and *Map2*. 

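The 1863 genes had at least 1 read in at least 15 of the 16 dendrites. Among the genes named, Actb had 1299.5 ± 629 normalized reads (SD, n = 16) in dendrites and 2229 ± 857 in somas, and Dlg4 had 203 ± 139.7 and 202 ± 305, both with reads in all 16 dendrites. Bdnf had reads in 15 dendrites and 13 somas, with 279.7 ± 309.7 normalized reads (SD, n = 16) in dendrites and 99.0 ± 138 in somas. Raising the minimum to 10 reads moved the number of genes most, to 761. With at least 1 read in all 16 dendrites it was 871, and with at least 14 dendrites it was 2882. All dendrites sampled down to the smallest dendrite total gave 1280 genes, all of them among the 1863. The median log2 fold change of the 1863 genes was -0.33 (edgeR), 61.4% of them lay below 0, and 50 were called higher in dendrites and 17 higher in somas. The other 9017 genes tested had a median of -1.83, but the list was chosen on its dendrite reads, so the comparison is not independent of the choice.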

To differentiate from the 387 differentially expressed genes described above, we refer to this set as the constitutive dendritic (consDend) RNAs, and the previous set as the differentially expressed dendritic (deDend) RNAs. 

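The gene sets used for the comparison of dendrites and somas were counted among the genes present in at least 15 of 16 dendrites, against a background of the 11359 genes with at least 1 read in at least 15 of the 32 samples, of which 16.4% were in the list. Of 86 synaptic proteins in this background, 37 (43.0%) were in the list (odds ratio 3.91, Fisher's exact test, two-sided, adjusted p = 1.05e-08 over the 7 sets). The share was 92.9% for cytosolic ribosomal proteins (78 of 84, adjusted p = 7.51e-54) and 95% for nuclear-encoded subunits of the respiratory chain and ATP synthase (76 of 80, adjusted p = 3.27e-54), both from the same exact test. Mitochondrially encoded RNAs (11 of 17, adjusted p = 1.85e-05) and proteasome subunits (12 of 36, adjusted p = 0.0158) also passed. Splicing factors (9 of 67, adjusted p = 0.724) and chromatin regulators (11 of 76, adjusted p = 0.757) were in the list no more often than the background.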

The consDend RNAs covered many of the same ontology functions as the deDend RNAs, such as mitochondria and translation, but additionally were strongly enriched for a large number of synaptic and localization-related GO terms (Fig. 2c and Additional file 1). The consDend RNAs also contained a large number of genes with the GO annotation “myelin sheath,” which is unexpected given that this term is normally associated with axons. However, closer examination showed that this term includes genes with a wide variety of other functions (Additional file 1), and the consDend list does not contain myelin basic protein (*Mbp*). 

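Mbp had reads in 8 of the 16 dendrites and in 9 of the 16 somas, and 4 samples of each compartment had at least 10 reads. Its mean was 39.0 ± 89.7 normalized reads (SD, n = 16) in dendrites and 19.2 ± 40.5 (SD, n = 16) in somas, with medians of 0.472 and 0.173.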

Overall, the differences between the deDend and consDend lists suggest that at the single-cell level, RNAs with important dendritic and synaptic functions are often not localized to the point of having higher expression concentration in the dendrites relative to the soma, but are nonetheless consistently present in the dendrites at a lower level.

Single-cell analysis also allows us to examine the variability of localization across cells. For each of the 387 deDend RNAs, we calculated the variation of localization across cells based on the variance of the dendritic read fraction (defined as the number of dendritic reads divided by the sum of the dendritic and somatic reads for each cell). The top 40 genes with the highest and lowest localization variability are shown in Fig. 2d (mean variance 0.22 and 0.01 respectively). 

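The dendritic read fraction was computed for the 387 genes of Table S5 from counts divided by size factors, in neurons with at least 10 normalized reads in total, and 358 genes had at least 5 such neurons. The paper's text does not say whether its reads were normalized. The 20 most variable genes had a mean variance of 0.211 ± 0.0172 (SD over n = 20 genes), and the 20 least variable genes had 0.00668 ± 0.00330 (SD, n = 20). Of the 40 genes shown in Fig. 2d, 38 had a value and 19 fell in the same group of 20 here (8 of high and 11 of low variability), while 2 shown with high variability, AK037687 and Rbm47, fell in the low group. Taking the genes called in the edgeR fit in place of Table S5 moved the high group most, to 0.114 ± 0.0533 (SD, n = 20).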

The high variability genes had lower median total-cell expression (dendritic + somatic reads) than the low variability genes (76.6 and 415.7 reads, respectively), and it should be noted that differences in expression level can potentially contribute to observed variability in single-cell experiments. 

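The median total over both compartments was 187 normalized reads per neuron for the 20 most variable genes and 133 for the 20 least variable, so the less variable genes had 54.2 fewer reads, a difference of -54.2 (permutation test over genes, two-sided, p = 0.0622). Genes are not independent replicates, so the test describes these lists only. The direction depended on the genes included. It reversed when neurons with at least 1 read entered, with 132 more reads for the less variable genes (p = 0.00504 from the same permutation test). It also reversed with the genes called in the edgeR fit (456 more reads, permutation test, p = 0.00877) and with groups of 40 genes (215 more, permutation test, p = 6e-05). Over all 358 genes, the Spearman correlation between variance and total reads was -0.261, with fewer reads in more variable genes.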

To examine the effects of read sample size difference on the variability statistic, we created random subsets of soma and dendritic reads for the low variability genes by setting the total number of reads to 10 (minimum read threshold) and sampling randomly from either compartment in proportion to the original frequencies. We then computed the downsampled dendritic read fraction and its variation across cells. This procedure was repeated 1000 times to compute a non-parametric confidence interval. While the mean variance of the low variable genes increased 10-fold from the original value (mean variance 0.1 ± 1.9e−5 from 1000 resamplings), it was still significantly lower than the high variability genes. 

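With the total set to 10 reads per neuron, the 20 least variable genes had a mean variance of 0.0186 ± 0.00199 (SD over 1000 resamplings). Sampling 10 reads adds at most 0.025 to the variance of a fraction, and given the observed fractions the expected mean after sampling was 0.0187. The 20 most variable genes, sampled in the same way as a comparison chosen after seeing the data, had 0.215 ± 0.00389 (SD over 1000 resamplings). The largest value for the less variable genes in any resampling was 0.0262. With raw counts the mean after sampling was 0.0340 ± 0.00308, the setting that raised it most.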

From a biological perspective, low variability of localization suggests a gene is localized by a constitutive mechanism and is needed in constant supply in the dendrites, whereas high variability suggests more dynamic localization mechanisms which may be activated in response to stimuli. The genes with the highest variability of localization included several enzymes (*Serhl*, *Ptpn14*, *Liph*, *Mre11*, *Aox3*, *Casp4*, *Ddx58*), most of which do not currently have a defined dendritic function, although mutations in *Mre11* have been previously associated with Ataxia-telangiectasia-like disorder 1 [20]. These high variability genes also showed more “all-or-nothing” localization than the low variability genes, with most cells having a dendritic read fraction of close to either zero or one (Fig. 2d; see also Additional file 2 for subsampled version). 

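Of the enzymes named, Mre11 (listed as Mre11a) had a variance of the dendritic read fraction of 0.226 over 9 neurons, Ddx58 0.201 over 10 neurons and Aox3 0.198 over 10 neurons, and these 3 ranked among the 20 most variable of the 358 genes. Casp4 had 0.161 (9 neurons), Liph 0.139 (8 neurons), Ptpn14 0.116 (7 neurons) and Serhl 0.109 (6 neurons), at ranks 310, 284, 259 and 246 counted from the least variable gene. Mean fractions of the 7 genes lay between 0.629 ± 0.475 (SD, n = 9 neurons) for Mre11 and 0.860 ± 0.330 (SD, n = 6) for Serhl. Few samples had many reads for these genes: Serhl, for example, had at least 10 reads in 4 dendrites and 2 somas.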

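A dendritic read fraction of at most 0.1 or at least 0.9 was found in 83.5% ± 9.04 of the neurons (SD over n = 20 genes) for the most variable genes and in 41.1% ± 38.9 (SD, n = 20) for the least variable. The groups were chosen by the variance of this fraction, which lies between 0 and 1, so a high share in the first group follows from the choice. The spread in the second group is wide because some of its genes have nearly all their reads in the dendrites of most neurons. After sampling to 10 reads the share for the least variable genes was 54.8% ± 2.33 (SD over 1000 resamplings).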

Genes with the least variable localization included components of the ubiquinol-cytochrome c reductase complex (*Uqcrq*, *Uqcr11*), ATP synthase complex (*Atp5e*, *Atp5k*), and ribosomal subunits (*Rplp0*, *Rps25*), some of which in humans have been implicated in schizophrenia and schizoaffective disorder [21]. 

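Uqcrq had a variance of 0.00659 with a mean dendritic read fraction of 0.684 ± 0.0812 (SD, n = 16 neurons), and Atp5e had 0.00786 with 0.662 ± 0.0887 (SD, n = 16). Rplp0 (variance 0.00890) and Atp5k (0.00968) were also among the 20 least variable of 358 genes, at ranks 13 and 19. Uqcr11 (0.0107) and Rps25 (0.0117) followed at ranks 21 and 27. All 6 genes had values in 16 neurons, and none had a fraction beyond 0.1 or 0.9 in any neuron. Rps25 has a counted pseudogene, Rps25-ps1, which could have taken part of its reads, so its value is uncertain.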

The presence of ribosomal subunits is somewhat perplexing given that ribosomes are assembled elsewhere. One speculative possibility is localized regulation of differential stoichiometry of ribosomal subunits [22, 23]. Overall, these results give further support to the idea that genes involved in respiration and translation are needed in constant supply in the dendrites, and suggest that this might be accomplished by a constitutive localization mechanism that is relatively constant across cells.

### Differential localization of 3′UTR isoforms

Given the potential importance of alternative 3′UTR usage in dendritic localization, we sought to better define genes that have 3′-isoform-specific dendritic localization in primary neurons. As a result of the aRNA single-cell RNA amplification process [15–17], the majority of our sequencing reads map within 500 nt of a 3′ end (Fig. 3a), and we thus have high coverage of these regions for identifying expressed 3′UTR isoforms. We quantified the expression of individual 3′ isoforms based on the last 500 nt of each isoform, merging any 3′ ends that were closer than 500 nt into a single feature due to the potential ambiguity of quantification for closer ends (reducing this merge distance did not change the major conclusions we report here; see Additional file 3). 

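The isoform counts were deposited as numbers of uniquely mapped reads, not normalized, on 74532 features, each the last 500 nt of a 3′ end or of merged ends. Dendrites had between 545526 and 5803949 reads on these features (median 1319115), and somas between 812776 and 17796226 (median 5033109). An isoform was taken as expressed in a sample with at least 10 reads. The 2 isoforms of a gene to compare were chosen with the paper's procedure, in which the fractions of each isoform are summed over the samples with at least 10 reads for the gene. The deposited features carry a number within each gene and no coordinates, and the lower number was taken as the distal isoform. For genes of Table S7, the number fell as the share of annotated ends upstream of the isoform rose (Spearman correlation -0.602 over 151 genes on the plus strand and -0.598 over 137 on the minus strand). These correlations back the order in part only, so it may be wrong for some genes. The dendrite-preferred isoform, which does not depend on this order, was the one given in Table S7 for all 298 genes listed there. The signed-rank test used below was run in its exact form, because the number of pairs per gene ran from 5 to 16 and ties occurred. In simulated counts with the distal fraction of 200 genes shifted by 0.36 in the same direction in every neuron, it found all 200. With 5 pairs changed in the same direction a gene already passes p under 0.1, so this result was nearly fixed in advance. It does not cover smaller changes. The test called 296 of 3322 unchanged genes (8.91%) at p under 0.1. Swaps of the compartment labels in the real counts gave fewer, 175 genes on average, so the simulation does not match the real counts in this respect.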

Individual cells widely expressed multiple 3′ isoforms per gene, with somas showing slightly more alternative expression than dendrites on average (1.26 and 1.13 expressed 3′UTR isoforms per gene, respectively; Fig. 3b). 

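Expressed isoforms per expressed gene numbered 1.13 ± 0.0346 (SD, n = 16) in dendrites and 1.26 ± 0.0874 (SD, n = 16) in somas. The paired difference was 0.127 ± 0.0837 (SD, n = 16 neurons, exact sign-flip permutation test, two-sided, p = 3.05e-05, the smallest p that 16 pairs allow), and the soma was higher in all 16 neurons. It was 0.140 ± 0.0839 (SD, n = 12) in the neurons with 2 rounds of amplification and 0.0869 ± 0.0799 (SD, n = 4) in those with 3 rounds, with the soma higher in every neuron. More than 1 isoform was expressed by 11.3% ± 2.64 of the genes in dendrites and by 20.1% ± 5.68 in somas (SD, n = 16). Sampling both members of each pair down to the same number of reads moved the difference most, to 0.0503 ± 0.0367 (SD, n = 16, exact permutation test, p = 0.000214), with the soma higher in 14 neurons.

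**Figure D3:**
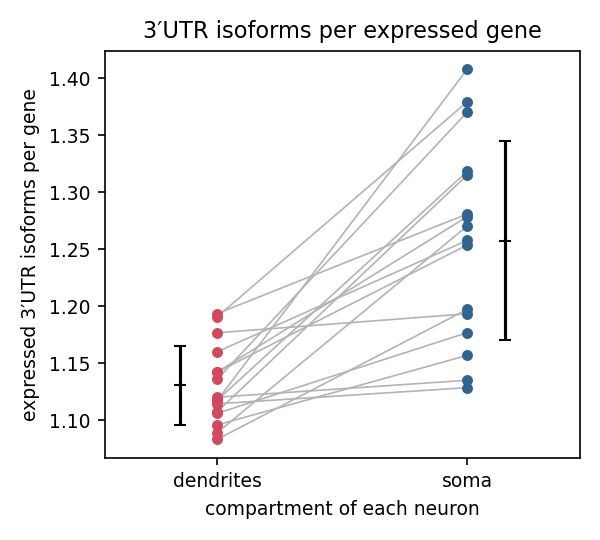
Expressed 3′UTR isoforms per expressed gene in the dendrites and the soma of each neuron, with 1 point per sample, a line joining the samples of a neuron, and bars for the mean and SD of each compartment. The soma was higher in all 16 neurons, with means of 1.13 and 1.26.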

When multiple isoforms were expressed, one isoform tended to be dominant, making up ~ 85% of the gene reads on average in both compartments. 

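Among genes with more than 1 expressed isoform in a sample, the isoform with the most reads held 75.6% ± 4.69 of the reads in dendrites and 77.3% ± 3.10 in somas (SD, n = 16 samples each). Counting an isoform as expressed from 1 read moved the shares most, to 82.0% ± 2.59 and 83.3% ± 2.21.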

Next, we compared differential isoform representation between soma and dendrite. For simplicity, we limited the considered 3′UTR isoforms to only the top two most highly expressed isoforms per gene, which accounted for the vast majority of reads in most genes (82% of the genes expressing three or more 3′UTRs had at least 90% of their reads mapping to the top two UTRs). 

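Of 3546 genes with 3 or more expressed isoforms, 2543 (71.7%) had at least 90% of their reads on the top 2 isoforms.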

The top two isoforms were labeled “proximal” (the more 5′ isoform) or “distal” (the more 3′ isoform), and isoform preference for each gene in each sample was summarized as the fraction of reads mapping to the distal isoform (distal reads divided by distal plus proximal reads), which we refer to as the distal fraction (DF). 

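The same minimum of 10 reads on the top 2 isoforms in each compartment of a neuron, in at least 5 neurons, left 3522 genes here. Requiring at least 8 such pairs left 2243 genes, the largest change among the alternatives.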

We focused our analysis only on multi-3′UTR genes that had at least 10 total reads in both the soma and dendrites of at least five cells, which resulted in 3638 considered genes. We note that alternative 3′UTRs can be generated by two distinct mechanisms: alternative splicing, which generates alternative last exons (ALEs), or alternative cleavage and polyadenylation, which generates tandem UTRs (Fig. 3c). Therefore, we split our set of multi-3′UTR genes into ALE and tandem groups based on the relationship between the designated proximal and distal 3′UTR for that gene. ALEs made up the majority of the considered multi-3′UTR genes (3108 ALE versus 530 tandem).

**Fig. 3:**
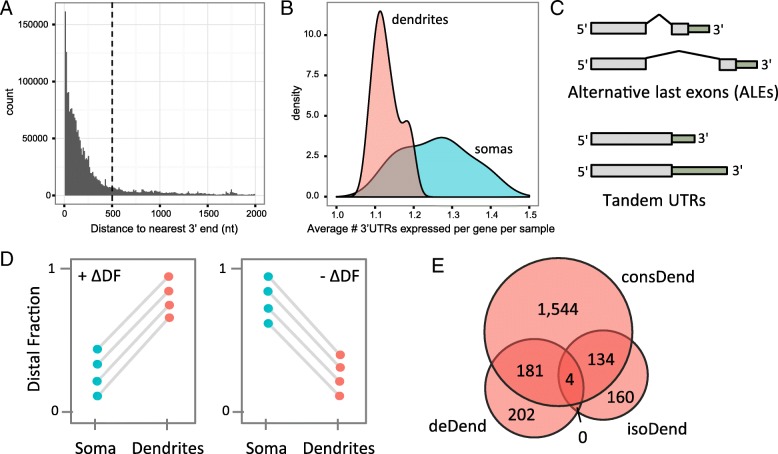
Alternative 3′UTR isoform usage in neurons. **a** Distribution of distance from read ends to the nearest gene 3′ end. Most reads are within 500 nt of the nearest end (dotted line). **b** Distribution of the number of 3′UTRs expressed per gene per sample in dendrite samples (pink) and soma samples (blue). **c** Definition of ALEs and tandem UTRs. **d** Theoretical examples of genes with consistent changes in distal fraction (ΔDF) across cells, shown as paired plots. Somas and dendrites from the same original cell are shown connected by a line. Consistently positive (left) or negative (right) ΔDF indicates differentially localized isoforms between the two compartments. **e** Overlap between the three sets of dendrite-localized genes (gene level, resident, and isoform level)

To identify 3′UTR isoforms that are differentially localized to dendrites, we looked for genes that had consistent patterns of isoform preference across our cells. That is, we looked for cases where the change in distal fraction (ΔDF; defined as DF_dendrite_ − DF_soma_ and calculated separately for each soma-dendrite pair) was in a consistent direction (+/−) across multiple cells (Fig. 3d). Using a Wilcoxon signed-rank test (*p* < 0.1), we identified 298 genes that met this criterion. 

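The exact two-sided signed-rank test gave 296 genes with p under 0.1, where chance alone would give 352.2 of the 3522 genes if every gene could reach that p. Swapping the compartment labels within neurons, a test chosen after the result was seen, gave 175 ± 18.3 genes (SD over the other swaps) and at most 225. No gene passed an adjusted p (Benjamini-Hochberg) of 0.05 (0 genes, with 159 at an unadjusted p under 0.05). The normal approximation with continuity correction gave 299 genes and included all 298 genes of Table S7. Of the 296 genes, 295 are in Table S7. The stricter threshold of 0.05 changed the number most, to 159, and the exact sign test gave 226. Among the 12 neurons with 2 rounds of amplification, 222 of 2772 genes had p under 0.1, and 4 neurons with 3 rounds are too few for the minimum of 5 pairs.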

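The genes with the smallest exact p and more distal reads in dendrites were Hspa8, Prkar1a, Peg3, Pgk1 and Purg. In Hspa8, on chromosome 9 of mm10, the distal fraction rose by 0.0250 ± 0.0188 (SD, n = 16 neurons) from 0.922 in somas to 0.947 in dendrites, and it was higher in the dendrites of 15 neurons (exact signed-rank test, p = 0.000305, adjusted p = 0.287). The changes in Prkar1a (0.00362 ± 0.00441, n = 16) and Pgk1 (0.00620 ± 0.00689, n = 13) were smaller still. In the other direction, mt-Rnr2 changed by -0.148 ± 0.135 (SD, n = 16) and A830018L16Rik by -0.346 ± 0.294 (SD, n = 11), followed by Olfm1, Mpv17l and Dync1i2 with -0.110, -0.429 and -0.558. Reads of mt-Rnr2 can be shared with nuclear copies, so its value is uncertain.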

For clarity, we will refer to these 298 genes as isoform-specific dendritic (isoDend) RNAs. Most of the isoDend RNAs were categorized as ALEs (249 ALE, 49 tandem), but neither type was significantly enriched in this group compared to the full set of multi-3′UTR genes. Unlike the deDend and consDend sets, the isoDend RNAs were not significantly enriched for particular GO functional categories. Only four of the isoDend RNAs overlapped with the deDend list (*mt-Rnr2*, *Rpl31*, *Rpl21*, and *Map2*), indicating that gene-level and isoform-level localized genes are distinct sets. In contrast, approximately half of each the deDend and isoDend sets overlapped with the consDend set (Fig. 3e).

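The 4 genes (mt-Rnr2, Rpl31, Rpl21 and Map2) were among the 296 genes with p under 0.1 in the exact signed-rank test. The distal fraction changed from soma to dendrites by -0.0155 ± 0.0334 (SD, n = 16 neurons) in Map2 and by -0.0612 ± 0.0822 (SD, n = 16) in Rpl31, and it rose by 0.0201 ± 0.0507 (SD, n = 16) in Rpl21. The exact p was 0.0906 for Map2, 0.00928 for Rpl31 and 0.0739 for Rpl21. Rpl31 and Rpl21 have counted pseudogenes such as Rpl31-ps1 and Rpl21-ps8, so their isoform fractions are uncertain. Of the 90 genes higher in dendrites in the edgeR fit, 2 are in Table S7.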

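Among the 387 genes of Table S5, 185 had at least 1 read in at least 15 of the 16 dendrites, and among the 296 genes of the exact signed-rank test, 138 did. Of the 90 genes called higher in dendrites by edgeR, 50 did, and 17 of the 621 genes called higher in somas.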

Among the 298 isoDend isoform pairs, we found that the dendrite-preferred isoforms were significantly longer than the soma-preferred isoforms for both ALE and tandem types (*p* < 0.01, paired *t*-test), which agrees with the findings of a recent study in rat hippocampal slices [14]. In addition, dendrites preferred the distal isoform in 64% of cases, which was independent of ALE/tandem status. This preference diverged significantly from expectation: in the full set of 3638 multi-3′UTR genes, dendrites preferred the distal isoform in only 44% of cases (*p* = 3.7e−13; odds ratio = 2.4; Fisher’s exact test). 

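Dendrites preferred the distal isoform in 190 of the 296 genes (64.2%), against 43.5% of the other genes tested (odds ratio 2.33, Fisher's exact test, two-sided, p = 1.16e-11), and in 45.3% of all 3522 genes. Genes are not independent replicates, and the distal label rests on the order of the isoform numbers, which may be wrong for some genes. Sampling the soma reads of each gene down to its dendrite reads moved the share most downward, to 58.7% of 235 genes against 42.3% of the others (Fisher's exact test, p = 1.12e-06). In the 12 neurons with 2 rounds of amplification the share was 75.2% of 222 genes, against 42.9% of the others.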

A preference for distal 3′ isoforms in dendrites/neurites has also been observed rat hippocampal slices [14] and brain-derived cell lines and cortical neurons [8]. Next, we examined the cell-to-cell variability of isoform preferences, particularly focusing on the differences in DF variability between somas and dendrites. For each gene, the variance of DF across samples was calculated separately for soma and dendrite samples. We found that 60.1% of the isoDend genes had a more variable DF in the soma than in the dendrites. Again, this observation diverged significantly from expectation based on the full set of multi-3′UTR genes, where only 29.4% of the genes had a more variable DF in the soma (*p* < 2.2e−16; odds ratio = 3.6; Fisher’s exact test). 

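The distal fraction varied more between somas than between dendrites in 179 of the 296 genes (60.5%), against 27.6% of the other genes tested (odds ratio 4.02, Fisher's exact test, two-sided, p = 4.35e-29), and in 30.4% of all 3522 genes. The variances were taken over the neurons with at least 10 reads in both compartments. Dividing each variance by the mean times 1 minus the mean, a setting chosen after seeing the data, moved the share most, to 43.6% of 273 genes with a usable value against 21.1% of the others (Fisher's exact test, p = 3.72e-15). In the neurons with 2 rounds of amplification the share was 63.1% of the 222 genes.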

The median expression in the somas and dendrites differed (705 and 172 reads respectively). 

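The 296 genes had a median of 554 reads per soma and 122.25 per dendrite sample on the 2 isoforms compared. All 3522 genes had medians of 376 and 101.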

To examine the effect of expression levels, we randomly subsampled the soma reads down to the minimum threshold of 10 reads and recomputed the DF statistic and repeated the random downsampling 1000 times. 

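With soma reads sampled to 10 per gene and neuron, 60.9% ± 1.40 (SD over 1000 resamplings) of the 296 genes and 27.5% ± 0.437 of the other genes varied more between somas. With both compartments sampled to 10 reads, a setting chosen after seeing the data, the shares were 55.1% ± 1.79 and 23.6% ± 0.476 (SD over 1000 resamplings).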

We observed on average 61% of the isoDend genes with more variable DF in the soma than in the dendrites, consistent with the original analysis. Thus, dendrites showed more specific and consistent isoform preference among the isoDend genes compared to somas, potentially suggesting that certain isoforms are being selectively concentrated in the dendrites due to the presence of *cis* localization signals in the alternative portion of the 3′UTR. Figure 4 provides three representative examples of genes with these isoform patterns, showing the consistent preference for the distal isoform in the dendrites compared to soma for multiple individual cells, and the lower variability of DF in the dendrites compared to the somas. 

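In Abi1 the distal fraction was 0.911 ± 0.111 (SD, n = 8 neurons) in dendrites and 0.424 ± 0.296 (SD, n = 8) in somas, and it was higher in the dendrites of 8 of 8 neurons (mean change 0.487 ± 0.272, exact signed-rank test, two-sided, p = 0.00781, the smallest p that 8 pairs allow). Its dendrite-preferred 3′UTR lies on chromosome 2 of mm10 from 22939989 to 22940890. Uck2 had distal fractions of 0.942 ± 0.0811 (SD, n = 15) in dendrites and 0.701 ± 0.248 (SD, n = 15) in somas, with a higher value in the dendrites of 13 neurons and a lower value in 1 (mean change 0.241 ± 0.271, exact signed-rank test, p = 0.00171). Its dendrite-preferred 3′UTR lies on chromosome 1 from 167222878 to 167223829. The adjusted p (Benjamini-Hochberg over the genes tested) was 0.821 for Abi1 and 0.752 for Uck2. Median reads per neuron on the isoforms compared were 121 in dendrites and 507.5 in somas for Abi1, and 179 and 876 for Uck2. From the consistent preference and the lower variability in dendrites, the paper proposes that certain isoforms are selectively concentrated there through localization signals in the alternative part of the 3′UTR.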

Finally, we looked to see how many of the dendrite-preferred isoforms were among the ~ 2000 new, distal 3′UTRs annotated recently by Miura et al. in several tissues [10]. Thirty-eight of the dendrite-preferred isoforms overlapped this list (including *Uck2* and *Ube2i* shown in Fig. 4), 12 of which were specific to hippocampal neurons in that study [10].

**Fig. 4:**
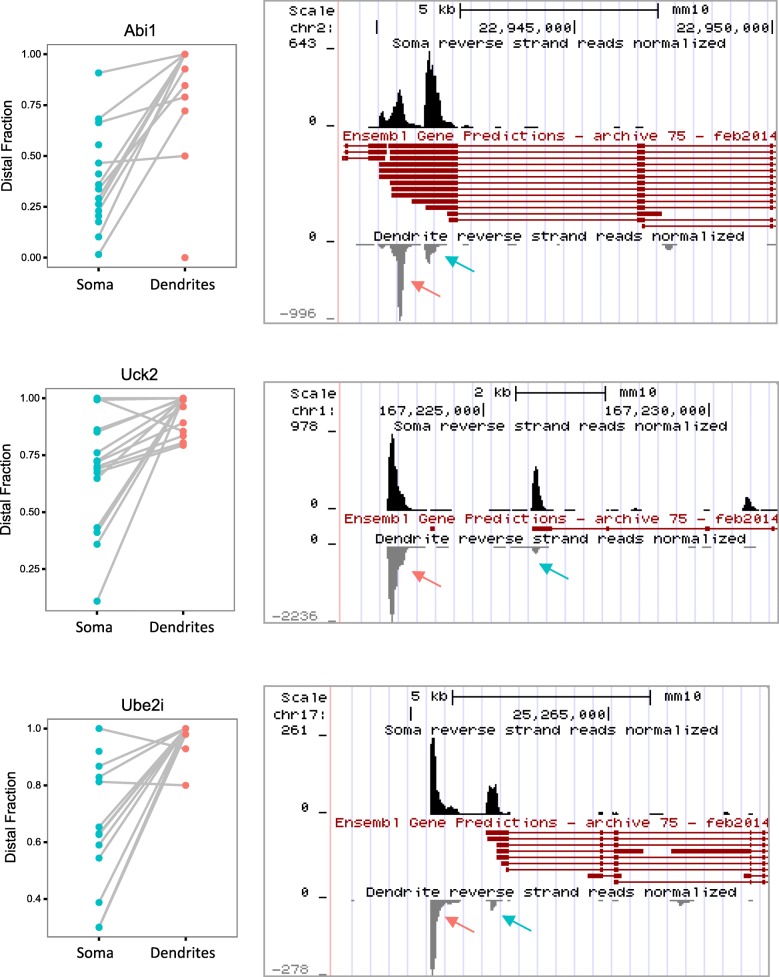
Examples of genes with significantly differentially localized 3′ isoforms. Paired plots on the left show the DF for each soma-dendrite pair (connected by gray lines). The genome browser plots on the right show the read pile-ups for somas (top track; black peaks) compared to dendrites (bottom track; gray peaks; reversed orientation) relative to the annotated gene models from Ensembl (middle track; red). The dendrite-preferred 3′ isoform is indicated by a pink arrow, and the non-preferred isoform is indicated by a blue arrow. Note that for Uck2 and Ube2i, the dendrite-preferred 3′ isoform is a new isoform from [10] and thus is not part of the Ensembl gene models. Genes shown are on the reverse strand and only reverse-strand reads are displayed

### Dendritic targeting motifs

We computationally analyzed the 3′UTRs of the deDend, isoDend (localized isoform only), and consDend gene lists to identify potential dendritic targeting elements (DTEs) enriched in each set compared to a length-matched non-localized background (see “Methods”). 

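The 3′UTR sequences were taken here from the GENCODE annotation of GRCm38, with the longest annotated 3′UTR for each gene of the deDend and consDend lists, and for the isoDend list the longest one that ends within 50 nt of the dendrite-preferred isoform of Table S7. An annotated 3′UTR was found for 1646 of the 1863 consDend genes (88.4%), 223 of the 387 deDend genes (57.6%) and 231 of the 298 isoDend genes (77.5%). For the deDend and isoDend lists fewer than 80% of the genes had a sequence, so a comparison with background is void as a check of these lists, and their values below describe only the genes with a sequence. The background pool was the 3811 genes that were higher in somas in the paper's kind of DESeq2 fit, less 471 genes in one of the lists, and 3228 of the rest had a 3′UTR. Genes annotated as dendritic in earlier studies were not removed from it. Background genes were matched one by one on length within 100 nt, beginning with the most soma-specific gene, and the matched sets had median lengths of 1578.5 nt against 1568 nt for consDend genes, 1061 nt against 1085 nt for deDend genes and 982 nt against 999 nt for isoDend genes. Shares were compared with Fisher's exact test, two-sided.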

We first searched for instances of known RBP motifs. The greatest enrichment was seen for SRSF3-binding motif AUCAWCG, which was 2.4 times more common in the deDend RNAs than background and occurred in 59 of the 387 genes in this set. 

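The motif AUCAWCG was searched as an exact sequence, not with a position weight matrix. It occurred in 11 of the 223 deDend genes with a 3′UTR sequence (4.93%) and in 5 of 223 background genes (2.24%), a ratio of 2.20 (Fisher's exact test, two-sided, p = 0.202). Only 57.6% of the list had a sequence, so the comparison is void as a check of the list. Against the whole background pool without length matching, the ratio was 1.53.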

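The exact AUCAWCG sequence occurred in 71 of the 1646 consDend genes with a 3′UTR sequence (4.31%) and in 60 of 1646 length-matched background genes (3.65%), a ratio of 1.18 that did not pass the test (Fisher's exact test, two-sided, p = 0.373). In the isoDend list too few genes had a sequence for a check of the list. The sequence occurred there in 10 of 231 genes, against 3 of 231 in the background (ratio 3.33, Fisher's exact test, p = 0.0877). Without length matching the ratio was 1.34.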

The same SRSF3 motif was also the most enriched motif in the consDend set (1.5 times more common than background) and occurred in 265 of the 1863 genes in this set. SRSF3 is a brain-expressed splicing factor, and although no specific role for this RBP in neurons has been described, it was recently shown in mouse P19 cells to promote 3′UTR lengthening through distal polyadenylation site usage and promote nuclear export through recruitment of NXF1 [24]. Therefore, one hypothesis could be that SRSF3 plays a role in the early steps of dendritic localization by promoting inclusion of alternative 3′UTRs (theoretically containing DTEs) and by facilitating nuclear export. We also performed a de novo motif analysis using HOMER [25] to see if any previously unidentified motifs were enriched in our sequences. The top motif in each set was UUCGAU (*p* = 0.0001, odds ratio = 2.9, hypergeometric test), CCGCAA (*p* = 1e−7, odds ratio 1.7), and GUGGGU (*p* = 0.01, odds ratio = 1.2) in the deDend, consDend, and isoDend sets, respectively. One motif, CGCR, was enriched in all three sets, but was only slightly more common in localizers than background (odds ratio < 1.2).

Since G-quadruplexes have been implicated previously in dendritic localization [26], we also searched our localized sequences for regions that could potentially form this structure. Using a regular expression (see “Methods”), we searched for potential G-quadruplexes in the 3′UTRs of each localized gene or isoform. G-quadruplexes were 2.0 times more common in the deDend RNAs (*p* = 0.003, Fisher’s exact test), 1.9 times more common in the consDend RNAs (*p* = 5.0e-12, Fisher’s exact test), and 1.7 times more common in the isoDend RNAs (not significant; *p* = 0.14, Fisher’s exact test) than the non-localized background. 

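Among consDend genes, 268 of 1646 (16.3%) had a match to the paper's G-quadruplex pattern, against 174 of 1646 length-matched background genes (10.6%), a ratio of 1.54 (odds ratio 1.65, Fisher's exact test, two-sided, p = 1.85e-06). Without length matching the background share was 11.1% and the ratio 1.47. In the deDend and isoDend lists too few genes had a sequence for a check of the list. The deDend genes with a sequence had a match in 35 of 223 (15.7%), against 20 of 223 in the background (8.97%, Fisher's exact test, p = 0.0430), and the isoDend genes in 25 of 231 (10.8%), against 13 of 231 (5.63%, Fisher's exact test, p = 0.0613).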

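The union of Tables S5 to S7 held 2225 genes, of which 1878 had an annotated 3′UTR sequence here, and 295 of these had a match to the G-quadruplex pattern.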

Overall, 448 of the 2225 localized genes had at least one potential G-quadruplex in the localized 3′UTR. These results support a possible role for G-quadruplexes in localization in deDend and consDend RNAs, and possibly to a lesser extent in isoDend, but overall it does not appear that this motif alone is enough to explain the majority of localization.

To examine potential structural localization motifs more widely, we applied the de novo secondary structure motif-finding tool NoFold [27] to the localized 3′UTR sequences. Eighty-five motifs were significantly enriched compared to non-localized background sequences (*p* < 0.01, Fisher’s exact test). Two motifs in particular stood out as occurring in a large number of sequences (over 20 unique genes each). Though more conserved on the structure level, the instances of these motifs had enough sequence similarity to suggest a common origin. Using RepeatMasker [28], we identified these motifs as instances of the B1 and B2 SINE families, which are ~ 175 nt retrotransposons that form long hairpin structures. To verify that these SINEs were enriched in the localized sequences, we created covariance models (CMs) for B1 and B2 using their canonical sequences and secondary structures and used these CMs to comprehensively identify structurally conserved matches to these elements in our sequences. 

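Matches to the B1 and B2 sequences given in the paper's methods were found with blastn at an e-value of at most 1e-05. The covariance models were not used here, so a match here rests on sequence and not on structure. Matches on either strand were counted, so elements antisense to the transcript are included, in the lists and in the background. Shares of sense matches alone were not computed. Among consDend genes, B1 matched 211 of 1646 (12.8%), against 197 of 1646 length-matched background genes (12.0%, Fisher's exact test, two-sided, p = 0.492), and B2 matched 67 (4.07%), against 55 (3.34%, p = 0.310 from the same exact test). In the other lists too few genes had a sequence for a check of the list. The deDend genes with a sequence had a B1 match in 34 of 223 (15.2%), against 21 of 223 in the background (9.42%, Fisher's exact test, p = 0.0832), and a B2 match in 9, against 8 (Fisher's exact test, p = 1). The isoDend genes had a B1 match in 13 of 231 (5.63%), against 21 of 231 (9.09%, Fisher's exact test, p = 0.212), and a B2 match in 9, against 6 (Fisher's exact test, p = 0.601). Without length matching, B1 and B2 both passed an unadjusted p of 0.05 in the consDend list (p = 0.0284 and 0.0343 from Fisher's exact test).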

Compared to non-localized background sequences, B1 structures were found 2.5 times more often in deDend RNAs (*p* = 0.00047, Fisher’s exact test), 1.8 times more often in consDend RNAs (*p* = 7.6e−7, Fisher’s exact test), and 1.9 times more often in isoDend RNAs (not significant; *p* = 0.33, Fisher’s exact test), and B2 structures were found 2.5, 1.9, and 5.7 times more often in the deDend, consDend, and isoDend RNAs respectively (*p* < 0.001, Fisher’s exact test). 

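Of the 1878 genes of the union of Tables S5 to S7 with a 3′UTR sequence, 240 had a B1 match, 80 had a B2 match and 278 had either.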

Overall, 255 and 165 localized genes out of the 2225 contained a B1 or B2 match, respectively. These results show that B1 and B2 SINE-related sequences are widespread and over-represented in localized RNAs, suggesting a possible role as DTEs analogous to the role of ID retrotransposon elements in rat dendritic localization [29]. Of note, only three genes contained both a G-quadruplex and a B1 or B2 motif, indicating that these signals likely operate on distinct sets of genes.

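In the same 1878 genes, 49 had both a G-quadruplex match and a B1 or B2 match, where 43.7 would be expected if the matches were independent (odds ratio 1.18, Fisher's exact test, two-sided, p = 0.372). Genes with either kind of match had longer 3′UTRs, with medians of 2752 nt for G-quadruplexes and 3330.5 nt for B1 or B2, against 1547.5 nt for all. Permuting the B1 and B2 matches among genes of similar length, a test chosen after the result was seen, gave 62.7 ± 5.85 genes with both (SD over 10000 permutations), so 49 was fewer (permutation test within 20 length bins, two-sided, p = 0.0238). From the small number of genes with both in its own count, the paper proposes that these signals operate on distinct sets of genes.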

### Functional analysis of the “local proteome” using structure information

Only some of the dendritic RNAs might be involved in local protein translation. Nevertheless, to gain a better understanding of potential “local proteome,” we performed a domain-level tertiary structure prediction on the protein products of 1930 localized mRNAs (combining the deDend, isoDend, and consDend lists and excluding non-coding RNAs). Full-length proteins were split into one or more predicted domains (where “domain” is defined as an amino acid chain that likely folds into a compact, independently stable tertiary structure; see “Methods”), yielding a total of 6845 domains. Each domain was classified into a SCOP structural fold using our PESS pipeline [30]. Using this approach, we were able to predict the fold of 2005 additional domains beyond previous structural annotation [31]. Using the whole-neuron proteome as a background, we found that the local dendritic proteome was highly enriched for multiple different folds, including several related to cytoskeletal structure such as Spectrin repeats and actin-binding Profilin domains (Fig. 5a). Overall, 503 different folds were represented by at least one domain in the local dendritic proteome, covering almost the entire spectrum of folds expressed in the neuron as a whole (609 folds) (Fig. 5b). This suggests that rather than being highly specialized, the local dendritic RNA has the potential to encode for a diversity of protein functions on par with the whole cell.

**Fig. 5:**
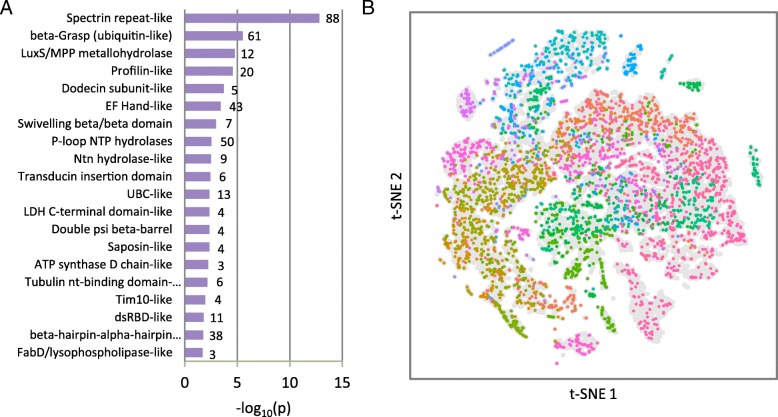
Protein structures of the presumptive locally translated proteome. **a** SCOP folds enriched in the locally translated proteins compared to the neuron-expressed proteins as a whole. The number of predicted domains in the local proteome for each fold is shown to the right of the bar. **b** Two-dimensional representation of the protein structure space occupied by neuronally expressed protein domains. All neuronally expressed protein domains are shown in gray in the background, and locally translated protein domains are shown in the forefront colored by predicted fold (note that multiple folds may have similar colors due to the large number of folds). Locally translated proteins cover most of the structure space spanned by the whole-neuron set. Projection generated by t-Distributed Stochastic Neighbor Embedding (tSNE) of the PESS coordinates of each input domain

To highlight some of the insight that can be gained through structure analysis, we selected several folds with important neuronal functions and assessed their representation within the locally translated set, which is described in Additional file 4: Tables S1-S3. A full catalog of predicted protein folds is provided in Additional file 5.

### A master list of dendritic RNA

Towards creating a definitive list of dendritic RNAs that have been observed thus far in high-throughput studies, we obtained lists of dendritic genes from seven publications that profiled the dendritic transcriptome using microarray or RNA-seq [6–8, 14, 32–34] and combined those lists with our own. Of a total of 5827 unique genes on this list, only 1547 (27%) were observed in at least two studies, and none were found in all studies. The top 40 most frequently observed dendritic genes are listed in Table 1. Ribosomal proteins dominate the list, underscoring the importance of translation-related machinery in the dendrites. The most frequently observed genes were *Rps29*, *Ppp1r9b* (Neurabin-2, an actin-binding protein involved in synaptic transmission and dendritic spine morphology), and *Tpt1* (a calcium-binding protein involved in microtubule stabilization), which were each observed in six different studies. The full list of dendritic genes is available in Additional file 6: Table S4, and the full lists of deDend, consDend, and isoDend genes from this study can be found in Additional file 6: Table S5-S7.

**Table 1:** Top 40 most frequently observed dendritic RNAs

	Gene	# Obs	Refs
1	Rps29	6	1,2,5,6,7,8
2	Ppp1r9b	6	1,2,3,6,7,8
3	Tpt1	6	1,2,4,5,7,8
4	Rpl37	5	1,2,5,7,8
5	Rpl17	5	1,2,5,6,8
6	Dlg4	5	1,2,3,6,8
7	Rpl4	5	1,2,4,7,8
8	Arl3	5	2,5,6,7,8
9	Map2	5	1,2,3,6,8
10	Rplp0	5	1,4,5,7,8
11	Psd	5	1,2,3,6,8
12	Rpl28	5	2,5,6,7,8
13	Rpl21	5	1,2,5,7,8
14	Arpc1b	5	1,4,5,7,8
15	Ftl1	5	1,2,4,5,8
16	Rps12	5	1,2,5,7,8
17	Eif3f	5	1,2,5,6,8
18	Uba52	5	1,2,5,7,8
19	Ube2m	5	1,2,5,6,8
20	Rpl32	4	1,5,7,8
21	Rpl31	4	1,2,5,8
22	Abhd17a	4	1,5,6,8
23	Fgf13	4	2,6,7,8
24	Rpl15	4	1,2,5,8
25	Rpl13	4	1,2,5,8
26	Rpl19	4	1,2,5,8
27	Ids	4	1,2,3,8
28	Serbp1	4	1,2,5,8
29	Sptbn2	4	1,2,6,8
30	Pacsin1	4	1,2,6,8
31	Hpcal4	4	1,2,3,6
32	Rtn2	4	1,5,6,8
33	Rnf165	4	1,2,6,8
34	Hint1	4	1,2,5,8
35	Eef2	4	1,2,4,8
36	Rpsa	4	1,2,5,8
37	Rps2	4	1,2,5,8
38	Rps8	4	2,5,7,8
39	Selenow	4	2,3,5,8
40	Camk2a	4	1,2,3,6

^1^Ainsley et al. 2014 [7]

^2^Cajigas et al. 2012 [6]

^3^Lein et al. 2007 [32]

^4^Poon et al. 2006 [33]

^5^Taliaferro et al. 2016 [8]

^6^Tushev et al. 2018 [14]

^7^Zhong et al. 2006 [34]

^8^This study

## Discussion

Neurons have special RNA localization needs compared to other cell types: their unique morphology—long, extended processes that can be many times the length of the soma—combined with an extensive need for local translation means that neurons must transport a wide variety of RNAs long distances from their origination point in the nucleus. Here, we carried out single neuron sub-cellular RNA sequencing to more precisely identify a total of 2225 unique genes present in mouse dendrites, including 298 genes for which only a subset of the expressed transcripts were localized, depending on their 3′UTR isoform. Several of these differentially localized 3′UTR isoforms were among the set of recently identified distal 3′UTRs expressed in neurons [10]. Using de novo RNA structure motif analysis, we identified several secondary structures enriched in the 3′UTRs of the localized RNAs, including two hairpin structures derived from B1 and B2 SINE elements, which may act as localization signals. Finally, we applied a protein fold prediction algorithm to make structural and functional predictions for the set of proteins that are putatively translated locally at the synapse.

Based on our results, there are almost 300 genes with alternative 3′ isoforms where one isoform was consistently more dendritically localized than the other. The use of alternative 3′UTRs is an attractive model for how neurons might regulate localization, especially since 3′UTRs theoretically have the potential to provide an element of tissue-specificity to localization. In light of this, it is somewhat surprising that of the 38 dendrite-targeted isoforms we identified that were also profiled by [10], only 12 were specific to hippocampal neurons according to the Miura data. The other 26 isoforms were found in at least one of the other mouse tissue types profiling in that study, which included the spleen, liver, thymus, lung, and heart, suggesting a general lack of tissue specificity of these dendritically targeted isoforms. Instead, we postulate that tissue-specific localization may be achieved by tissue-restricted expression of *trans* factors (e.g., RBPs) rather than by regulation of DTE-containing isoform expression. In addition, although we observed significant enrichment of several candidate DTEs, including RBP recognition sites, G-quadruplexes, and SINE-mediated hairpin structures, none of the potential regulatory elements were universal or unique to localized RNA sequences. These results suggest that dendritic RNA localization involves multiple pathways and overlapping mechanisms [29, 35] and that “aggregate” localization signals composed of multiple DTEs may be necessary to improve specificity and possibly also refine the destination of dendritically targeted transcripts.

An intriguing finding was that the composition of the deDend set was skewed towards RNAs that encode proteins that modulate RNA translation and mitochondrial function, as compared to the larger consDend set which covered many more dendrite- and synapse-specific functions. This leads us to speculate that translational regulation of dendritic protein synthesis might be dynamically modulated through stimulated transient local production of proteins that enhance the capacity to make ATP thereby facilitating translation. This would suggest a generalized but specific regulatory mechanism that could act on whatever RNAs are present at the site, without the need for individualized translation regulation of each dendritic RNA. Such a mechanism would allow the standard cellular translation mechanism to be specific without requiring the existence of new RNA transport proteins or transcript-specific translation. Regulation of local protein synthesis by the global mechanism of spatial translational control as opposed to individual RNA translational enhancement is different from current models of how dendritic protein synthesis is regulated, suggesting avenues for future experiments.

A crucial remaining question is what role individual locally translated proteins play in long-lasting synaptic potentiation. The post-synaptic density and surrounding dendritic spine are highly structured formations that depend on a scaffold of interacting proteins [36–38], which in turn usually require a specific three-dimensional fold in order to function properly. Here, we provide a fold-level structure-function annotation of 1930 proteins that we predict to be locally translated at the synapse based on our RNA localization analysis. Given that mutations linked to neuropsychiatric diseases have been found to be enriched in synaptic proteins in human and mouse, and several of these mutations appear to disrupt important structures [39, 40], structural knowledge of these proteins is important for understanding these disorders. A more complete picture of the structures of locally translated proteins will help both in functional understanding and mutation-impact analysis.

One limitation of our study is that neurons were only surveyed at the basal state, rather than after synaptic stimulation. Several studies have shown that RNA localization changes after stimulation [2, 41–43]; therefore, the set of dendrite RNAs identified here may still be only a subset of the RNAs needed for LTP. There also may be important differences between neurons in culture and in vivo that would be missed in our analysis. We observed significant overlap between our localized set and a set of localized RNAs derived partly from tissue-based studies conducted after fear conditioning [7], suggesting a reasonable amount of concordance between basal primary cultures and post-stimulation tissue samples. Nonetheless, an important future direction will be to repeat the sub-cellular sequencing described here after stimulation. It will be particularly interesting to see if groups of RNAs that share a DTE undergo coordinated changes in localization post-activation, and conversely, if coordinated RNAs share any new DTEs.

## Conclusions

In sum, our study represents a comprehensive resource for RNA localization in mouse neurons consisting of our new sub-cellular RNA sequencing dataset, a compilation of previous dendritic RNA studies, as well as computational annotation of motifs and structures. The resource generated here may have broad utility for continued study of mechanisms of dendritic RNA localization and the role of localized RNA in neuronal function and dysfunction.

## Methods

To approach this project, we cultured neurons from embryonic mice and manually dissected dendrites and soma, individually from each cell, collecting the material from each compartment separately. These sub-cellular fractions from single cells were amplified and sequenced. We used within-cell differential expression analysis as well as between-cell consistency analysis to identify localized RNA and possible isoform variants that differentially localize. We then used computational analyses to identify possible structural motifs mediating the localization and the proteomic functions of the localized RNA. We collated our data with existing studies to create a resource for the community.

### Neuron culture and collection

Hippocampal neurons from embryonic day 18 (E18) mice (C57BL/6) were cultured as described in [44] for 15 days. Isolated single neurons were selected for collection. A micropipette with a closed, tapered end was used to sever dendrites from the cell body. Another micropipette was used to aspirate the soma, which was deposited into a tube containing a first-strand synthesis buffer and RNase inhibitor and placed on ice. A separate micropipette was used to aspirate the dendrites, which were deposited into a separate tube as above. Samples were transferred to − 80 °C within 30 min and stored there until first-strand synthesis. Sixteen neurons (32 total samples) were collected from multiple cultures across multiple days.

### Single-cell RNA amplification and sequencing

ERCC spike-in control RNA was diluted 1:4,000,000 and 0.9 μL was added to each tube. Poly-adenylated RNA was amplified using two or three rounds of the aRNA in vitro transcription-based amplification method, as described in [15]. The quality and quantity of the amplified RNA was verified using a Bioanalyzer RNA assay. Strand-specific sequencing libraries were prepared using the Illumina TruSeq Stranded kit according to the manufacturer’s instructions, except that the initial poly-A capture step was skipped because the aRNA amplification procedure already selects for poly-adenylated RNA. Samples were sequenced on a HiSeq (100 bp paired-end) or NextSeq (75 bp paired-end) to an average depth of 25 million reads. Reads were trimmed for adapter and poly-A sequence using in-house software and then mapped to the mouse genome (mm10) using STAR [45]. Uniquely mapped reads were used for feature quantification using VERSE [46]. The features used for each analysis are described below.

### Gene-level expression and localization

Three sources of gene annotations were combined to obtain a comprehensive definition of known 3′ ends: Ensembl genes (downloaded from UCSC, Dec. 2015), UCSC genes (downloaded from UCSC, Dec. 2015), and the set of ~ 2000 new 3′UTRs determined by Miura et al. [10]. The 3′UTR regions of these annotations were used for quantification of reads. A single 3′UTR feature was created for each gene by taking the union of all 3′UTR regions for that gene. Read counts were calculated for each gene based on how many reads mapped to this 3′UTR region. Quantification was done using VERSE with options “-s 1 -z 3 --nonemptyModified”. For differential expression analysis, we used only the genes that had at least one read in at least half (16) of the samples. Read counts were normalized for library size using the size factor method of DESeq2 and differentially expressed genes between the dendrites and soma were identified using DESeq2 with a paired experimental design. A FDR corrected *p* ≤ 0.05 was used to identify significantly differentially expressed genes. The consDend genes were identified separately based on having at least one read in at least 90% (i.e., 15 out of 16) of the dendrite samples.

GO functional enrichment of deDend and consDend genes was calculated using the GOrilla webserver [47]. For deDend genes, the background set for GO analysis was all genes with at least one read in half the samples; for the consDend genes, the background was all genes with at least one read in at least 15 samples (i.e., the input sets for each analysis).

Gene markers of pyramidal neurons and cardiomyocytes, as well as housekeeping genes, were obtained from [9]. Markers of other mouse brain cell types were obtained from [48].

### Isoform-level expression and localization

An overview of these methods is shown in Additional file 7. To quantify individual 3′ isoforms of genes, we used the last 500 nt of each 3′ end for that gene as the isoform quantification feature. This was done to normalize length differences between 3′UTRs and because the vast majority of reads were mapped within 500 nt of a 3′ end (Fig. 3a). Any 3′ ends that were less than 500 nt apart were merged together into a single quantification feature. Thus, the final set of 3′ isoform quantification features is non-overlapping. Isoform read counts were calculated by VERSE using the same parameters as above. Genes with only one expressed 3′ isoform were removed from further analysis to focus on alternative expression of 3′ isoforms.

To identify the top two 3′ isoforms for each gene, the following procedure was used (Additional file 7). For each gene in each sample, the fraction of reads mapping to each isoform was calculated (that is, the number of reads mapping to that isoform divided by the total reads for all isoforms of the gene). The fractions for each isoform were then summed up across samples (unless a sample had fewer than 10 reads total for that gene, in which case it was skipped), and the two isoforms with the highest total per gene were considered the top two isoforms for that gene. The purpose of this process was to give each sample equal weight in the final decision of the top 3′UTR, while also excluding samples with too few reads to give a reliable estimate of the isoform fractions. This process was repeated for each gene with at least two expressed isoforms in the dataset. Then for each gene, whichever of the top two isoforms was more 5′ (as defined by the locations of their 500-nt quantification features) was designated the “proximal” isoform and whichever was more 3′ was designated the “distal” isoform. Finally, for each gene in each sample, we calculated the distal fraction (DF) as the fraction of reads mapping to the distal isoform divided by the total reads mapping to the distal and proximal isoforms.

We defined the proximal and distal isoforms as being, relative to each other, generated by alternative splicing (ALEs) or alternative cleavage and polyadenylation (tandem UTRs) by the following criterion: if the full-length 3′UTRs of a pair of isoforms were directly adjacent or overlapping, they were called tandem; otherwise, they were called ALEs.

The differential localization of isoforms was determined based on the change in distal fraction between soma and dendrites of the same original neuron. A non-parametric paired test of differences (Wilcoxon signed-rank test) was used to identify genes with consistent changes in distal fraction across samples. Only genes with at least five pairs of samples (where a “pair” means the soma and dendrites from the same original neuron) where each member of the pair had at least 10 combined reads for the two isoforms were tested (3638 genes), to ensure there was enough read and sample support to reliably identify these events.

GO enrichment was done on the dendrite-enriched isoforms as described in the previous section, using the input set of 3638 genes as background.

### Background datasets for motif enrichment

We generated a pool of “non-localized” background 3′UTR sequences based on the list of genes that were significantly higher expressed in the soma from the gene-level DESeq2 analysis described above (3811 genes). We filtered this set to remove any overlap with one of the other localized lists (i.e., the consDend list and the isoDend list) and any overlap with previously annotated dendritically localized genes in order to make this list as specific to non-localized genes as possible, which resulted in removal of 471 and 531 genes respectively leading to a final pool of 2809 genes from which to draw 3′UTR sequences to make up a background. Since motif frequency in a sequence can be related to sequence length, we created a length-matched background set for each of the three localized gene lists as follows: (1) for each localized gene in the set, scan the pool of non-localized genes in order of their somatic specificity (starting with the most soma-specific, as indicated by its DESeq2 test statistic); (2) select the first non-localized gene encountered with a 3′UTR length within 100 nt of the localized gene’s 3′UTR length; (3) add the selected non-localized gene to the background set and remove it from the pool; (4) if no background gene can be found that meets the 100-nt criteria, select whichever gene in the pool that has the most similar 3′UTR length to the localized gene’s 3′UTR. Using this protocol resulted in background sets with highly similar length characteristics to the foreground set.

### RNA motif analysis

Linear motifs were identified using the HOMER motif-finding suite [25]. De novo-enriched motif searches were done using the script “findMotifs.pl” and set to look for either short motifs (4 or 6 nt) or long motifs (8, 10, or 12 nt). Enrichment of known RBP-binding motifs was analyzed using the same script with option “-known” in combination with a custom set of positional weight matrices specifying binding preferences that was downloaded from CISBP-RNA (version 0.6) [49]. A log-odds threshold for RBP motif matching was set for each motif separately based on the number of informative positions in the motif such that longer, more specific motifs had a higher log-odds threshold for calling a match. The background sets used for enrichment testing were the length-matched non-localized sets described above.

G-quadruplexes were identified by regular expression search using the “re” module in Python. The search pattern was ‘([gG]{3,}\w{1,7}){3,}[gG]{3,},’ which requires three consecutive matches to the pattern “three or more G’s followed by 1–7 of any nucleotide” and then ending with a fourth set of three or more G’s. The background set was the same as described in the previous section.

De novo identification of enriched RNA secondary structures was performed using NoFold [27]. Sliding windows of 100 nt (slide = 75 nt) across the localized sequences were used for input. Background datasets were the same as described in the previous section and also converted to sliding windows with the same parameters. Additional matches to the B1 and B2 elements were found by creating a CM for each element based on its canonical sequence(s) downloaded from RepeatMasker [28] and its predicted MFE structure from RNAfold [50]. The sequences and structures used to create the CM are as follows:

B1 sequence:

- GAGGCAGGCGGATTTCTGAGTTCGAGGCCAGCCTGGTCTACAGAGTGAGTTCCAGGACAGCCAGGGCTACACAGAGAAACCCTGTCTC

B1 structure:

- ((((((((....(((((((((((..(((...(((((.((........))..)))))...))).)))))...))))))...))))))))

B2 sequence:

- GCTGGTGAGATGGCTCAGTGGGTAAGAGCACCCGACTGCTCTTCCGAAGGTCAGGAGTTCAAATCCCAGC

B2 structure:

- (((((.((..((((((....((.(((((((......))))))))).........))).)))..)))))))

Bitscore cutoffs for high-quality matches were set to 50 for B1 and 35 for B2 based on the length of the model. Enrichment was computed using Fisher’s exact test based on the number of high-quality matches in the localized set compared to the non-localized background (same background as above). Only one match was counted per gene for the purposes of enrichment testing.

### Protein structure analysis

For each predicted dendritic RNA, we obtained the canonical protein sequence, if any, from UniProt [51]. The canonical isoform is defined by UniProt to usually be the one that is most inclusive of exons/domains. We refer to this protein set as the “local proteome”. We also obtained the canonical protein sequences for the full set of expressed genes in soma and dendrite samples (at least 1 read in at least 15 samples) to use as a background for comparison with the local proteome.

Each protein was split into domains based on DomainFinder Gene3D predictions [31, 52]. If there were regions between, before, or after predicted domains that were longer than 30 amino acids (aa) but did not have a Gene3D prediction, we also included these. If a “filled in” region such as this was longer than 450 aa, we used a sliding window of 300 aa (slide = 150 aa) to break it into smaller pieces, since domains are rarely larger than this. The fold of each domain was predicted using the method described in [30]. A nearest neighbor distance threshold of ≤ 17.5 was used to designate “high confidence” predictions, and a more lenient threshold of ≤ 30 was used to designate “medium confidence” predictions.

## Additional files

Additional file 1: GO annotations. Full list of enriched GO terms for differentially expressed (deDend and deSoma) and consistent dendrite (consDend) lists for biological processes (BP), molecular functions (MF), and cellular components (CC). Related to Fig. 2b and c.

Additional file 2: Heatmap of subsampled variability of localization, related to Fig. 2d. The low variability genes were subsampled to 10 reads, the high variability genes are displayed as their original values.

Additional file 3: Re-analysis of differential localization of 3′UTR isoforms using 250 nt merge distance.

Additional file 4: Expanded structure analysis of potential locally translated proteins. **Table S1.** Predicted transmembrane structures. **Table S2.** Predicted RNA-binding structures. **Table S3.** Predicted structures commonly found in synaptic proteins.

Additional file 5: Full list of predicted protein structural folds for dendritic genes found in this study.

Additional file 6: Catalog of dendritic genes. **Table S4.** Full list of dendritic genes from current study and seven previous publications. **Table S5.** Full deDend gene list. **Table S6.** Full consDend gene list. **Table S7.** Full isoDend gene list.

Additional file 7: Overview of 3′UTR definition, quantification, selection of top two isoforms, and calculation of distal fraction.

# Supplementary material for: Comprehensive catalog of dendritically localized mRNA isoforms from sub-cellular sequencing of single mouse neurons
**Source:** BMC Biol. 2019 Jan 24;17:5. doi: 10.1186/s12915-019-0630-z
**Supplement:** Supplementary file 3 — Re-analysis of differential localization of 3′UTR isoforms using 250 nt merge distance.

### **Additional File 3: Re-analysis of differential localization of 3'UTR isoforms using 250nt merge distance.**

To assess the impact of merging 3'UTRs within 500nt of each other, we repeated our isoform analysis using a smaller merge distance/quantification window of 250nt. This resulted in 3,574 multi-UTR genes being analyzed after filtering. 319 genes were found to have significant differential localization, with 216 overlapping with the 500nt window set (listed below). The characteristics of this set were almost identical to the 500nt set: dendrites preferred the distal isoform in 66.8% of cases, 62.4% of the genes had a more variable distal fraction in the soma, and the dendrite-preferred isoforms were significantly longer on average than the soma-preferred isoforms.

Overlapping genes between 250nt and 500nt window sets:

2410004B18Rik, 6430548M08Rik, A530058N18Rik, A830018L16Rik, AC149090.1, Aak1, Abhd16a, Abi1, Acly, Acss2, Actg1, Ahcyl2, Amdhd2, Amfr, Amph, Ank2, Ankfy1, Anp32e, Ap2a2, Ap3b2, Apbb2, Arfgap1, Arid1a, Arid2, Arl1, Atp5a1, Atp5f1, Atp5g1, Atp5h, Atp6v1b2, Atxn7l3b, BC005537, Bcl11a, Bdh1, Bex1, Bloc1s1, Bsg, Btf3, Calm3, Camk2b, Cbx5, Ccdc47, Ccl27a, Ccndbp1, Cd99l2, Cdc123, Cdc42, Cetn2, Chmp3, Cnot6l, Commd7, Copg1, Cops6, Csnk1d, Csnk2b, Cxxc4, Dhdds, Dhx30, Dos, Drg1, Dync1i2, Dynll2, E2f6, Ehmt2, Eif2ak1, Emc4, Emc7, Esf1, Evi5l, Fam171a1, Fam229b, Farsa, Fbxo31, Fbxo44, Fgd4, Flot2, Fscn1, Glud1, Gm14204, Gm15459, Gnai1, Gnb1, H2afy, Hdac5, Hnrnpu, Hsd17b12, Hsp90aa1, Hspa8, Ift57, Inpp4a, Itpa, Jtb, Kalrn, Kcnq2, Kpna1, Lamtor2, Ldha, Lsm3, Lysmd4, Maged2, Map1lc3b, Map2, Map2k4, Mapk8ip2, Megf11, Mettl2, Mfap3l, Minos1, Mkl1,

Mllt11, Mlx, Mpc1, Mrpl10, Mrpl52, Mrps23, Mrps35, Mtch1, Nav2, Ncam1, Ndr4, Ndufa10, Ndufa9, Nsg2, Nudt21, Nudt3, Nxf1, Ociad1, Ociad2, Ogdh, Olfm1, Oxct1, Paf1, Paip2, Pank1, Papolg, Pccb, Pcgf5, Pcmt1, Pcmt1d1, Pcna, Pdrg1, Peg3, Pgk1, Pigk, Pja2, Plcb1, Pmpcb, Polr2m, Ppdpf, Ppid, Ppm1h, Ppp3cb, Prpf38b, Psma6, Psmb2, Psmc4, Ptprd, Purg, Rab11fip2, Rab4b, Rac1, Ranbp1, Rbms3, Rpl15, Rpl31, Rpl5, Rtfdc1, Rufy3, Sap30l, Schip1, Scoc, Sdha, Sec14l1, Sec24a, Selk, Sept11, Sept2, Shisa5, Skp1a, Slc25a11, Slc25a3, Slc25a51, Slc25a5, Slc4a3, Slmo1, Snap91, Snrpb, Snx27, Spag9, Srp72, Srrm1, Stk39, Suclg1, Syt11, Taf11, Tbc1d14, Tbccl, Tfg, Tmem126a, Tmem59, Tpm3, Tsnax, Ube2e3, Ube2i, Ube2j2, Ubfd1, Uck2, Unc5c, Vapb, Vma21, Vps45, Wasf3, Wsb2, Yif1b, Znr1, mt-Rnr2

# Supplementary material for: Comprehensive catalog of dendritically localized mRNA isoforms from sub-cellular sequencing of single mouse neurons
**Source:** BMC Biol. 2019 Jan 24;17:5. doi: 10.1186/s12915-019-0630-z
**Supplement:** Supplementary file 4 — Expanded structure analysis of potential locally translated proteins. Table S1. Predicted transmembrane structures. Table S2. Predicted RNA-binding structures. Table S3. Predicted structures commonly found in synaptic proteins.

#### **Additional file 4: Expanded structure analysis of potential locally translated proteins.**

##### *Membrane-bound*

There were 274 proteins in our local proteome set with at least one high-confidence TM domain prediction (Table S1), including well known gated ion channel fold members such as Gria1/2, Grin1/2b, Kcnh7, and Scn2a1. The most common co-occurring folds with transmembrane folds included immunoglobulin-like beta-sandwiches (40 occurrences), which encompasses many cell adhesion structures such as cadherin; SH3-like barrels (29 occurrences), which includes many protein-protein interaction structures; and protein kinase-like structures (11 occurrences). Overall, these results support the idea that there are numerous locally-translated membrane proteins, which are likely translated on-demand during L-LTP to help stabilize the growing synapse, anchor intracellular scaffolds, and increase signal transduction through the synapse.

##### *RNA binding*

RBP are known to play crucial roles in localizing RNAs to the dendrites and in regulating their translation, but there is little known about whether RBPs are locally translated themselves. There were 138 proteins in our local proteome set with a high confidence match to an RNA-binding fold (Table S2) and 77 with a medium confidence match, demonstrating that a wide variety of RBPs may indeed be produced by local translation. Among these were important neuronal RBPs such as Atxn2, Stau1/2, Elavl2/3, Mbnl2, and Cpeb2. In addition, several of the predicted RBPs either were not previously known to be RBPs, or were known to bind RNA but did not yet have an annotated RBD. Two examples of the latter category were Dync1h1

(Cytoplasmic dynein 1 heavy chain 1), for which we predicted a Poly(A) binding protein (PABP) domain-like structure between residues 2,042 and 2,174; and Trub2 (Probable tRNA pseudouridine synthase 2), which we predicted to have a OB-nucleotide binding domain between residues 40 and 86, adjacent to the known catalytic domain. Looking into the medium-confidence predictions, we also found completely novel RBP predictions such as Mga (MAX gene-associated protein), a transcription factor that we predicted to have a dsRBD-like fold (residues 563-862) downstream of the DNA-binding domain; and Akap11 (A-kinase anchor protein 11), a kinase-regulating protein that we predict to have a type I KH-domain fold at the C-terminal (residues 1,501-1,894).

### *Synaptic functions*

The PDZ fold is one of the most well-characterized protein structures involved in the synapse because of the crucial role it plays in protein-protein interactions between the intracellular scaffolding of the spine and membrane-bound receptors as well as cell adhesion molecules [14]. There were 21 proteins in the local proteome set that contained at least one PDZ fold, with many containing more than one (Table S3). All 21 of these proteins were previously annotated as containing a PDZ domain by Gene3D, indicating that this fold has already been well characterized across proteins. Similarly, all eight of the predicted guanylate kinase (GK) domains and all 32 of the predicted SH3 domains—both of which frequently co-occur with PDZ domains at the synapse [15]—were previously annotated (Table S3). These results highlight the potential role of local translation as a source for these important scaffolding proteins.

Many other synapse-related folds had a mixture of both known and novel predictions. We predicted two new domains with a Pleckstrin homology (PH) domain, Nischarin (Nisch) and

Sphingosin kinase 2 (Sphk2). Although both of these proteins are known to be phosphatidylinositol-binding, the location of the PH domain was not yet annotated. Another novel prediction was made for Capicua (Cic), a transcriptional repressor that interacts with Ataxin-1 and plays a role in central nervous system development. We predicted this protein to have a previously-unannotated Tudor domain near its N-terminal. Tudor domains may play a role in stress granule formation through binding of methylated RGG motifs [16] and more generally are found in RNPs. This suggests potential new roles for Capicua beyond its known transcription-related functions. We highlight additional known and novel predictions for membrane-bending Bin-Amphiphysin-Rvs (BAR) domains and actin-binding Calponin homology (CH) domains in Table S3.

**Table S1.** Local proteome: predicted transmembrane structures.

| SCOP | Structure name                                                              | Predicted proteins                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|------|-----------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| f.1  | Toxins' membrane translocation domains                                      | Bcl2l2, Wdfy3*                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| f.3  | Light-harvesting complex subunits                                           | Bnip3l*, Ntrk3*                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| f.13 | Class A G protein-coupled receptor (GPCR)-like                              | Atp6v0a1*, Gabbr1*, Gpr162, Lgr5, Oprd1, Svop                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| f.14 | Gated ion channels                                                          | D3Bwg0562e, Gabrb3, Gria1, Gria2, Grin1, Grin2b, Hcn1, Kcnh7, Kcnq5, Ndfip1*, Scn2a1, Scn8a                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| f.17 | Transmembrane helix hairpin                                                 | Acs16*, Ankfy1*, Atp5g1, Atp5g2, Atp5g3, Atp6v0e2*, Atp9a*, Cadm1*, Canx*, Cd84*, Chrdl1*, Emc4*, EphA6*, Ern1*, Gbp7*, Gm15487, Higd1a*, Higd2a*, Kcna1, Kcna2, Kcng3, Kcnq5, Krtcap2*, Lman2*, Lpgat1*, Mdga2*, Ppp2r5b*, Ptpd1*, Rnf5*, Romo1*, Sec62*, Slc3a2*, Slitrk5*, Tmem14c*, Tmem167*, Tmem256*, Tmem258*, Ube2j2*, Ugt1a6a*, Vma21*, Vps35*                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| f.19 | Aquaporin-like                                                              | Aqp4, Palm                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| f.21 | Heme-binding four-helical bundle                                            | Agtrap*, Kcnq2, Sdhc, Sdhc, Slc22a15, Slc4a3*, Tmem170b*, Tmem50b*                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| f.23 | Single transmembrane helix                                                  | AI413582*, AY036118*, Abhd6*, Acs14*, Ahcy11, Anapc5*, Aplp2*, Arell1*, Armcx1*, Armcx2*, Atp1a3*, Atp1b1, Atp2a2*, Atp5j2*, B3gat1*, B3gat2*, Bcl2l2*, Bdnf*, Bsg*, Caly*, Ccp1*, Cd84*, Cd99l2*, Cdadc1*, Cdh13*, Celf2*, Celf4*, Cend1*, Chd3*, Chd4*, Chp1, Chst2*, Clec2l*, Clip3*, Cnot6l*, Cntn1*, Comt*, Coro1c*, Cox4i1, Cox6a1, Cox6a2, Cox6c, Cox7a2, Cox7a2l, Cox7b, Cox7c, Cox8a, Crlf2*, Crtac1*, Csf2ra*, Cyb5*, Cyb5b*, Dlc1*, Dner*, Egf*, Elavl2*, Elmo1*, Enpp5*, EphA5*, EphA6*, Erbb4, Exo1*, Fam115a, Fam155a*, Fam174a*, Flrt2*, Foxp2*, Gabrb2*, Gabrg2*, Gdap1*, Gli3*, Gltpd2*, Gria1*, Gria2*, Grin3a*, Herc1*, Herc2*, Hsd17b12*, Hspa5*, Huwe1*, Ids*, Ier3ip1*, Itga1, Itga4*, Kcna1, Kcna2, Kcng3, Kcnq2*, Kcnq5, Klf9*, Lman2*, Lrrc4b*, Lrrc4c*, Lsamp*, Lypd1*, Macf1*, Mavs*, Mdga2*, Megf11, Mfap3l*, Mia3*, Mkrn1*, Mpc1*, Mpc2*, Mrpl9*, Myo5a, Ndufa1*, Ndufa4*, Ndufa9*, Ndufb2*, Ndufb3*, Ndufb8*, Ndufc1*, Ndufc2*, Nenf*, Nlgn1*, Nlgn2*, Nrxa1*, Nrxa2*, Nrxa3*, Ntrk2*, Ntrk3*, Opcml*, Pam*, Pcmt1*, Pdgfr1*, Pigk*, Pitpnm1*, Plin3*, Pnkd*, Ppm1h*, Ppp2r5b*, Psd*, Ptpb*, Ptpb*, Pum2*, Pvr13*, Rbm47, Rhot1*, Rnf130*, Robo2*, Rps2*, Rtn2*, Scn2a1*, Sec11c*, Sel1*, Selt*, Serp2*, Serpina3k*, Sez6l2*, Slc22a15*, Slc25a12, Slc25a23*, Slc30a9*, Slc4a3, Slco1a1*, Slitrk5*, Smdt1*, Smim13*, Sparc*, Sparc11*, Spock2*, Srl*, Synj2bp*, Syt15*, Tef*, Tmx4*, Tnrc6a*, Tomm20*, Tomm6*, Tor4a*, Tsc22d2*, Tusc3*, Txndc15*, Ubqln2*, Ugt1a6a*, Ulk2*, Unc5c*, Uqcr10, Uqcr11, Uqcrf51, Uqcrq, Usmg5*, Usp34*, Wdfy3*, Xpo7*, Zeb2* |
| f.27 | 14 kDa protein of cytochrome bc1 complex (Ubiquinol-cytochrome c reductase) | Uqcrb                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |

|      |                                                                                      |                                                                                             |
|------|--------------------------------------------------------------------------------------|---------------------------------------------------------------------------------------------|
| f.28 | Non-heme 11 kDa protein of cytochrome bc1 complex (Ubiquinol-cytochrome c reductase) | Uqcrh                                                                                       |
| f.32 | a domain/subunit of cytochrome bc1 complex (Ubiquinol-cytochrome c reductase)        | Grin3a*                                                                                     |
| f.35 | Multidrug efflux transporter AcrB transmembrane domain                               | Disp2, Ptchd4                                                                               |
| f.42 | Mitochondrial carrier                                                                | Gda, Slc25a11, Slc25a12, Slc25a22, Slc25a23, Slc25a3, Slc25a4, Slc25a5, Slc25a51            |
| f.45 | Mitochondrial ATP synthase coupling factor 6                                         | Atp5j*                                                                                      |
| f.49 | Proton glutamate symport protein                                                     | Slc1a1, Slc1a2                                                                              |
| f.51 | Rhomoid-like                                                                         | Slc17a9, Slc22a15, Slc22a17, Svop                                                           |
| f.53 | ATP synthase D chain-like                                                            | Atp5h*, Gm10250*, Sptbn2                                                                    |
| f.56 | MAPEG domain-like                                                                    | Abca5*, Cnih2*, Kcng3, Mgst3, Rabac1*, Sc4mol*, Timm17a*, Timm17b*                          |
| f.57 | MgtE membrane domain-like                                                            | Disp2, Slc28a3*                                                                             |
| f.58 | MetI-like                                                                            | Abca5*, Atp9a*, Mboat7*, Mmd*, Slc17a7, Slc23a1*, Slc28a3*, Slc2a13, Slc7a11*, Sv2a, Tlcd1* |
| f.59 | Cation efflux protein transmembrane domain-like                                      | Slc30a9                                                                                     |

\* new annotation (compared to Gene3D)

All predictions shown are high confidence (nearest neighbor distance  $\leq 17.5$ )

**Table S2.** Local proteome: predicted RNA-binding structures.

| <b>Fold</b> | <b>Desc</b>                                  | <b>Predicted proteins</b>                                                                                                                                                                                                                                                              |
|-------------|----------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| a.144       | PABP domain-like                             | Dync1h1*, Pabpc1                                                                                                                                                                                                                                                                       |
| a.217       | Surp module (SWAP domain)                    | Zc3h7b*                                                                                                                                                                                                                                                                                |
| b.38        | Sm-like fold                                 | Atxn2, Lsm3, Lsmd1, Snrpb, Snrpn                                                                                                                                                                                                                                                       |
| b.40.4      | OB-fold; Nucleic acid binding                | Ccdc141, Cmip, Csd2, Csde1, Dlst, Dnaaf2*, Eif5a, Gm10263, Pdgfrl, Polr2g, Polr3h, Rapgef4, Rpl6, Rps11, Rps23, Rps28, Trub2*, Ttc14, Ybx1, Zcchc17                                                                                                                                    |
| d.265       | Pseudouridine synthase                       | Rpusd4, Trub2                                                                                                                                                                                                                                                                          |
| d.41        | alpha/beta-Hammerhead                        | Aox3, MocS2, Rpl10                                                                                                                                                                                                                                                                     |
| d.50        | dsRBD-like                                   | Adarb1, Dhx9, Rps2, Stau1, Stau2                                                                                                                                                                                                                                                       |
| d.51        | Eukaryotic type KH-domain (KH-domain type I) | Fubp1, Hnrnpk, Pcbp2                                                                                                                                                                                                                                                                   |
| d.58.7      | Canonical RNA binding domain (RBD) [RRM]     | Alyref, Celf2, Celf4, Cnot4, Cpeb2, Cpsf6, Eif4h, Elavl2, Elavl3, Ewsr1, Fus, G3bp2, Hnrnpa1, Hnrnpa2b1, Hnrnpa3, Hnrnpab, Hnrnpm, Msi2, Ncbp2, Ncl, Nxf1, Pabpc1, Pabpn1, Ppargc1a, Ppargc1b, Rbfox1, Rbfox2, Rbm14, Rbm17, Rbm25, Rbm47, Rbms3, Slirp, Syncrip, Tnrc6a, Uhmk1, Zcrb1 |
| g.66        | CCCH zinc finger                             | Mbnl2, Mkm1, Rc3h1, Rc3h2, Zc3h15, Zc3h7b                                                                                                                                                                                                                                              |

\* new annotation (compared to Gene3D)

All predictions shown are high confidence (nearest neighbor distance  $\leq 17.5$ )

**Table S3.** Local proteome: predicted structures commonly found in synaptic proteins.

| SCOP     | Structure name                                  | Predicted proteins                                                                                                                                                                                                                             |
|----------|-------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| b.36     | PDZ domains                                     | Apba1, Dlg2, Dlg4, Dvl1, Dvl3, Frmpd4, Gorasp2^, Grip1, Limk1, Lin7a, Magi1, Mast1, Mpp3, Ppp1r9b, Ptpn4, Rims1, Shank2, Shank3, Sipa1l1, Snx27, Synj2bp                                                                                       |
| c.37.1.1 | Nucleotide and nucleoside kinases [includes GK] | Cacnb4, Cmpk1^, Dlg2, Dlg4, Hnrnpu^, Mpp3^, Ndufa10, Stxbp1^                                                                                                                                                                                   |
| b.34.2   | SH3 domains                                     | Abi1, Abi2, Amph, Arhgef4, Arhgef9, Bcar1, Cacnb4, Caskin1, Crk, Dlg2, Dlg4, Itsn1, Kalrn, Map3k10, Mapk8ip1, Mapk8ip2, Mcf2l, Mia3, Mpp3, Pacsin1, Rasa1, Rusc1, Sh3gl2, Sh3glb2, Shank2, Shank3, Sorbs2, Sptan1, Srgap3, Stam, Ubash3b, Vav3 |
| b.55.1.1 | PH domains                                      | Abr, Adap2, Apbb1ip, Arap2, Arhgef4, Arhgef9, Cadps, Cdc42bpa^, Elmo1, Exoc8, Fgd4, Kalrn, Kif1a, Kif1b, Mcf2l, Nisch*^, Pdpk1, Psd, Rasa1, Sos2, Sphk2*^, Sptbn1, Sptbn2, Vav3                                                                |
| b.34.9.1 | Tudor domains                                   | A830010M20Rik*, Cic*, Slc25a12*, Trp53bp1                                                                                                                                                                                                      |
| a.238    | BAR domains                                     | Amph, Appl1, Arfp2, Cog7*^, Dync1h1^, Exoc6b*^, Macf1*^, Mtss1l^, Pacsin1*^, Sh3gl2, Smarca2*^                                                                                                                                                 |
| a.40     | CH domains                                      | Camsap1, Ccdc88a*, Dmd, Macf1, Mapre1, Mapre2, Mical2, Nav2, Nav3, Parva, Parva^, Sptbn1, Sptbn2, Stxbp1^, Vav3                                                                                                                                |

\* new annotation (compared to Gene3D)

^ medium-confidence prediction (nearest neighbor distance  $\leq 30$ ); all others are high confidence (nearest neighbor distance  $\leq 17.5$ )

# Supplementary material for: Comprehensive catalog of dendritically localized mRNA isoforms from sub-cellular sequencing of single mouse neurons
**Source:** BMC Biol. 2019 Jan 24;17:5. doi: 10.1186/s12915-019-0630-z
**Supplement:** Supplementary file 7 — Overview of 3′UTR definition, quantification, selection of top two isoforms, and calculation of distal fraction.

## 1. Quantify 3'UTRs

Annotations: UCSC + ENCODE + Miura et al. extensions

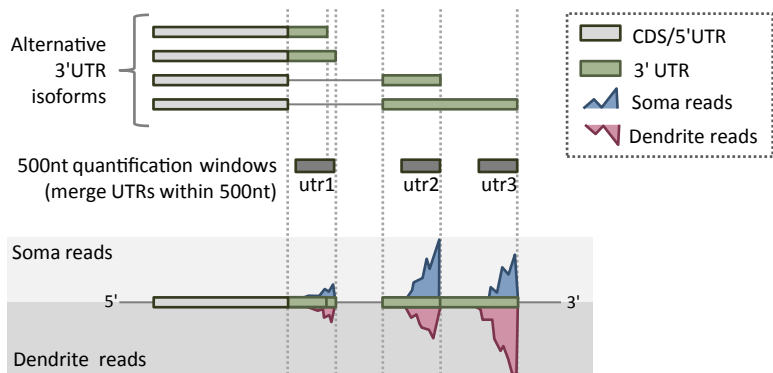

## 2. Identify top two isoforms

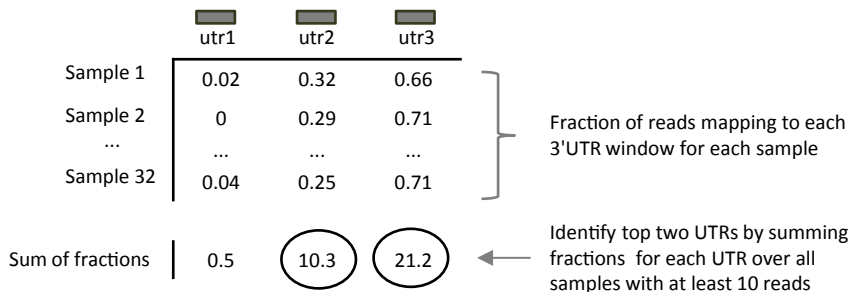

## 3. Calculate distal fraction (DF)

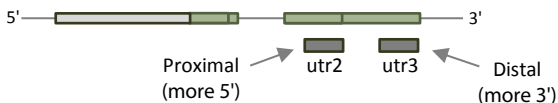

$$DF = \frac{\# \text{ Reads Distal}}{\# \text{ Reads Distal} + \text{Proximal}}$$

How the deposited data were processed for this re-analysis (not part of the article)

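Soma and dendrite RNA of 16 single mouse hippocampal neurons, cultured for 15 days, was amplified by the aRNA method and sequenced, with 1 library per compartment and neuron and 32 libraries in all. According to the sample labels, 4 neurons (1 to 4) had 3 rounds of amplification and 12 had 2 rounds. The labels also give the spike-in dilution, with none for neurons 1 and 2. They do not name the sequencing instrument of a sample.

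The authors trimmed adapter and poly-A sequence, aligned the reads to mm10 with STAR and counted uniquely mapped reads with VERSE. All deposited values are read counts, whole numbers without normalization. One table holds the deposited counts on the union of the 3′UTR regions of each of 44081 genes, and a second holds the deposited counts on 74532 isoform features, the last 500 nt of each 3′ end with closer ends merged. Another kind of file holds the authors' counts on the exons of 23453 genes and on 92 ERCC spike-ins. The counts carry no molecular identifiers. Reads on 3′UTRs numbered 646521 to 6954420 in dendrites and 925525 to 21169974 in somas, and the precision of a value was taken from the spread between neurons, not from the reads.

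From these counts, genes were compared between compartments with R 4.3.3, edgeR 4.0.16 (TMM, quasi-likelihood test with robust fit), DESeq2 1.42.0 and limma 3.58.1. All other values were computed with Python 3.11, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1. Genes with at least 1 read in at least 16 samples entered the comparison (10880 genes), with neuron as a block and an adjusted p of at most 0.05. Gene sets were tested with camera at an inter-gene correlation of 0.01, with fry and with an estimated correlation. Per-neuron values were compared with exact sign-flip permutation tests over the 16 pairs, and the 2 groups of amplification rounds with exact permutation tests over all splits of the neurons. Tests over genes used 100000 permutations, and downsampling used 1000 resamplings to 10 reads. Isoform fractions were compared with the exact signed-rank test in genes with at least 10 reads on the top 2 isoforms in both compartments of at least 5 neurons, at p under 0.1 as in the paper. 3′UTR sequences came from GENCODE on GRCm38, and B1 and B2 matches, counted on either strand, from BLAST 2.17.0.

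The pairing comes from the cells, since both compartments of a neuron were collected from it. It was checked with the correlation across 10880 genes between dendrites and soma after the mean of each gene within a compartment was removed, which was 0.0886 ± 0.0771 (SD, n = 16) for the same neuron and -0.00561 ± 0.0522 (SD, n = 240) for different neurons. Among the 120 pairs of libraries within each compartment, 0 held identical counts. The edgeR test and the isoform test were also tested on simulated data with 200 changed genes each.

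The genes named in the text follow a rule written before the data were examined: every gene the paper names in its results, in Figs. 2a, 2d and 4 and among the top of Table 1, and for each test the 5 genes with the smallest p in each direction that passed and changed the same way in at least 80% of the neurons with reads. The processing choices and their alternatives were also set before the data were examined, apart from 6 alternatives that are named as chosen after seeing the data.

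Alternatives covered the test, the scaling, the filter on low counts, counts on exons in place of 3′UTRs, the block for neuron, equal read numbers, the neurons of 2 and of 3 rounds alone, and the minimum numbers of reads, pairs and genes. GO terms, protein folds, de novo motifs, covariance models and the lengths of the isoforms were not analysed here, a few genes that the rule or the lists of markers had included are not reported here (the counts of alternatives and of unusual values leave 1 of them out, removed after its values were seen, with 1 weaker alternative and 1 unusual value), and the comparison with earlier lists of dendritic genes was not repeated.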

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

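The tests of all explanations in this part were chosen after the results were seen.

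The paper's text does not discuss genes of GABAergic neurons. Gad1 had 17890 ± 9203 normalized reads (SD, n = 16) in somas, Gad2 8341 ± 5533 and Slc32a1 1825 ± 1172, all with reads in every soma. Gad1 was noticed first, as the most abundant gene of 4 somas, and 5 further GABAergic genes (Gad2, Slc32a1, Dlx1, Dlx5 and Lhx6) and 8 glutamatergic genes were then compared. The GABAergic list was longer at first and was shortened after its results were seen, and the values below use the shorter list. The mean over the 5 GABAergic genes was 2278 ± 1253 normalized reads (SD, n = 16) in somas, against 109.6 ± 317 for the glutamatergic genes, and it was higher in 15 of 16 somas (exact sign-flip permutation test, two-sided, p = 6.1e-05). In dendrites the means were 1075 ± 524 and 145 ± 247, and the GABAergic mean was higher in 15 of 16 dendrites (exact sign-flip permutation test, two-sided, p = 6.1e-05). Within the neurons of 2 rounds it was higher in 12 of 12 somas and 11 of 12 dendrites, and within those of 3 rounds in 3 of 4 somas and 4 of 4 dendrites. RNA of other cells in samples of glutamatergic neurons argues for glutamatergic genes at least as abundant as GABAergic ones, which held in 1 soma. Reads shared between Gad1 and a related gene would leave unrelated GABAergic genes with few reads. Gad2 aside, Slc32a1, Dlx1 and Lhx6 had reads in all 16 somas and Dlx5 in 14. What stays open is that most of the collected neurons were GABAergic, a hypothesis that was found and tested on the same data.

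In 17 groups of 4 to 8 values, 2 had 1 value far from the others, where chance alone gives about 0.85. Both came from neuron 2. Its soma had 648 normalized reads of Slc17a7 and 6380 of Neurod6, far above the other 3 somas with 3 rounds of amplification, and it is the 1 soma in which the glutamatergic mean (1294.5) exceeded the GABAergic mean (596). Its dendrites had a GABAergic mean of 1484 and a glutamatergic mean of 42.3. No explanation of these values was tested.

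The paper gives no result from the spike-ins. In the 14 neurons labelled with spike-in, the log2 ratio of exon reads per spike-in read between soma and dendrites was 2.59 ± 1.58 (SD, n = 14, exact sign-flip permutation test, two-sided, p = 0.000244), above 0 in 13 neurons and between -0.93 and 4.76. It was 2.52 ± 1.67 (SD, n = 12, above 0 in 11) with 2 rounds of amplification and 3.00 ± 1.21 (SD, n = 2) with 3 rounds. A lower number of reads in the dendrite libraries lowers exon and spike-in reads alike, so it argues for a ratio near 0, and the value of 2.59 speaks against it. A larger amount of RNA in the soma sample and losses at collection or amplification that differ between the compartments stay open, as untested.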

How the results depend on the processing

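Of 410 recomputed values, 342 kept their direction and their side of the threshold, 20 became weaker, 5 stronger and 5 reversed, and 38 counts or means moved by more than their margin. Single genes account for 220 of the values, of which 204 were kept and 16 became weaker, most of them in the fit of the 4 neurons with 3 rounds. The tests of other label swaps were chosen after the results were seen, apart from that of the rounds. The cause of a change was not tested, except where the setting itself removes genes or samples.

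Genes higher in dendrites and in somas numbered 90 and 621. DESeq2 with the paired design gave 463 and 5029, the same with and without independent filtering, and its zero-centred prior, chosen after seeing the data, gave 387 and 3811. DESeq2's size factors in the edgeR fit gave 81 and 1008, and TMMwsp 71 and 325. Without a filter beyond 1 read the counts were 15 and 143, with at least 10 reads in 16 samples 88 and 181, and on exons 98 and 257. Without the paired block for neuron they were 157 and 77. The 12 neurons with 2 rounds gave 41 and 306, and the 4 with 3 rounds 3 and 1, with fewer samples in each fit. Of 2 more settings chosen after seeing the data, rescaling to a median gene near 0 gave 590 and 90, and pairs at equal read numbers 120 and 280. Of 40 swaps of the compartment labels within neurons, the real one included, 1 of 40 gave as many genes higher in dendrites and 1 of 40 as many higher in somas. A different dendrite effect by rounds was found for 0 genes (288 at an unadjusted p under 0.05). With a count of 0, as many genes in 40 of 40 splits into 12 and 4 neurons is fixed in advance, but 20 of 40 gave as many genes at an unadjusted p under 0.05, with a median of 287 over the others.

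With the correlation estimated from the data, camera's adjusted p was 0.137 for RNA splicing factors (shift -0.62), 0.464 for chromatin regulators (-0.37) and 0.211 for proteasome subunits (-0.23). On exons, the shift of chromatin regulators was -0.11 (camera, adjusted p = 0.305, with adjusted p over its alternatives between 0.000125 and 0.464) and that of synaptic proteins 0.79 (adjusted p = 0.0153). Under fry, synaptic proteins reversed to -0.76 (adjusted p = 0.00905, with 0.00905 to 0.506 over the alternatives), since fry takes the fold changes themselves. Of the 40 swaps, 5 gave as many shifted sets as the real one, so the number of sets alone does not stand apart from chance.

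Constitutive dendritic genes numbered 871 with reads in all 16 dendrites, 2882 with reads in at least 14 and 761 with at least 10 reads, against 1863. The variance of the high group was 0.114 with the genes of the edgeR fit and 0.229 with 2 rounds. That of the low group was 0.0181 with raw counts and 0.00126 with 2 rounds. After sampling to 10 reads it was 0.0340 with raw counts, 0.0243 with at least 1 read, 0.0226 with the edgeR genes, 0.0242 with 40 and 40 genes and 0.00405 with 2 rounds. The difference in total reads between the groups reversed to 132 with at least 1 read, 456.0 with the edgeR genes and 215 with 40 and 40 genes.

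The share of the dominant isoform was 82.0% in dendrites and 83.3% in somas with at least 1 read, and 73.0% in somas with pairs at equal read numbers. At least 8 pairs left 2243 genes for the isoform test, and p under 0.05 left 159 significant genes. Of 100 swaps of the compartment labels, the real one included, 1 of 100 gave as many significant isoform genes, 2 of 100 as large a gap in distal preference and 2 of 100 as large a gap in soma variability. The mean of the others was 175 ± 18.3 genes (SD), so a large part of the 296 genes is what chance gives.

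Without length matching of the background, Fisher's exact test gave p = 0.0453 for B1 in deDend genes (15.2% against 10.7%), 0.0284 for B1 (12.8%) and 0.0343 for B2 (4.07%) in consDend genes, and 0.0134 for B1 in isoDend genes (5.63%, below the background). The G-quadruplex share of isoDend genes reversed to 10.8% against 11.1% (Fisher's exact test, p = 1).

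On simulated data, 126 of 200 genes of above-median abundance with a log2 fold change of 4 were called. The simulated data had the read numbers, spread and number of neurons of the real data. Which of these limits the calls was not tested. The isoform test could not be run in the 4 neurons with 3 rounds, which give fewer than 5 pairs.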

Differences from the paper's values

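No test of a cause was run for this part, and 1 of the settings named below was chosen after the values were seen. Values are taken as different from the paper's when the larger is more than 1.5-fold the smaller, so a setting that came within 1.5-fold need not give the paper's value.

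The edgeR fit called 621 genes higher in somas and 90 higher in dendrites, against the paper's 3811 and 387. Among the alternatives set before the data were examined, DESeq2 with the paired design came within 1.5-fold with 5029 and 463 genes, with and without independent filtering, and the others, all fits with edgeR, did not. DESeq2 with its zero-centred prior, chosen after seeing the values, gave 3811 and 387 genes, with the 387 being those of Table S5. Of the paper's 387 genes, the edgeR fit called 83, and DESeq2 without the prior called 361.

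The median total reads of the 20 most variable genes were 187 against the paper's 76.6. Raw counts gave 114, just within 1.5-fold, and the genes of the edgeR fit (120), at least 1 read, 40 and 40 genes and 2 rounds did not come within it. These values are means over neurons. With the median over neurons instead, the value was 102.5, within 1.5-fold, and only the setting with at least 1 read (43.1) was outside it. For the 20 least variable genes the median was 133 against the paper's 415.7. The genes of the edgeR fit (576) and 40 and 40 genes (394) came within 1.5-fold, and raw counts, at least 1 read and 2 rounds did not. With the median over neurons the value was 82.7, further from the paper's. After sampling to 10 reads, the variance of the least variable genes was 0.0186 ± 0.00199 (SD) against the paper's 0.1, and none of the 5 alternatives came within 1.5-fold.

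The AUCAWCG motif was found in 11 deDend and 71 consDend genes, against the paper's 59 and 265. The numbers were counted in one way only, with no alternative.

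The ratio of the B1 share to the background was 1.62 in deDend genes against the paper's 2.5. The stricter e-value (1.72) came within 1.5-fold, still below the paper's value, and the background without length matching did not. The B1 ratio was 1.07 in consDend genes against the paper's 1.8 and 0.619 in isoDend genes against the paper's 1.9, and neither alternative came within 1.5-fold. The ratio for B2 was 1.12 in deDend genes against the paper's 2.5 and 1.5 in isoDend genes against the paper's 5.7, with neither alternative within 1.5-fold. In consDend genes it was 1.22 against the paper's 1.9. The background without length matching (1.40) came within 1.5-fold, still below the paper's value, and the stricter e-value did not.

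Across the 3 lists, 295 genes had a G-quadruplex match against the paper's 448, 80 had a B2 match against the paper's 165, and 49 had both a G-quadruplex and a B1 or B2 match against the paper's 3. No alternative was set for these numbers.

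The paper reports fewer total reads for the most variable genes than for the least variable, and the difference here, least minus most variable, was -54.2 (permutation test, two-sided, p = 0.0622), in the other direction. It took the paper's direction with at least 1 read (132), with the genes of the edgeR fit (456.0) and with 40 and 40 genes (215). So did the Spearman correlation of variance with total reads over all 358 genes (-0.261). With the median over neurons in place of the mean, raw counts took it too (58 for the most and 62 for the least variable genes). Normalized counts did not (102.5 and 82.7). Casp4, Liph, Ptpn14 and Serhl, which the paper lists among the most variable genes, had ranks of 310, 284, 259 and 246 of 358, counted from the least variable. Uqcr11 and Rps25, listed among the least variable, ranked 21 and 27, outside the lowest 20 and inside the lowest 40. The paper describes Neurod6 as highly expressed in all samples, and it had reads in 11 of 16 dendrites and 11 of 16 somas. AK037687 and Rbm47, shown among the most variable genes, ranked 8 and 18 from the least variable. The paper describes B1 as more frequent in isoDend genes but not significantly so, and here it was less frequent than in the background, also not significantly (5.63% against 9.09%, Fisher's exact test, two-sided, p = 0.212).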

Other observations

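The explanations in this part were set against values after the results were seen. The fits without mitochondrially encoded genes, with total counts only and without the block for neuron were among the alternatives set beforehand.

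Most genes had a log2 fold change below 0 between dendrites and somas, with a median of -1.49. Lower read numbers in the dendrite libraries as the whole cause would bring the median near 0 at equal read numbers, where it was -1.13. Mitochondrial RNAs taking up dendrite reads would bring it near 0 without these genes, where it was -1.48. Both fits were scaled with TMM, which already adjusts for a few abundant genes, so this comparison could hardly differ and cannot decide. The composition factors of TMM as the cause would bring the median near 0 with total counts only, where it was -1.57. Without the paired block for neuron, where means over neurons are compared, the median was -0.22. Genes that have no reads in single dendrites enter a paired comparison with very low values, and therefore could account for part of the shift. In the simulated counts, unchanged genes had a median of -0.36 in the same paired fit, so how large a part stays open. The split of the calls between compartments is best read with this in mind.

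More genes were detected in somas than in dendrites. With each pair at the same number of reads the difference was 2087 genes, so fewer reads in the dendrite libraries do not explain all of it.

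The high variability of the dendritic read fraction was set against 2 technical explanations. If the counting of few reads were the cause, simulated genes with 1 constant fraction at the reads of each neuron would reach the variance of the 20 most variable genes, which was 0.225 with raw counts. They reached 0.0182 ± 0.00168 (SD over 1000 simulations), with the 20 most variable genes chosen anew each time, and 0 of 1000 simulations were as large. This covers the counting of reads, which are not independent molecules. Loss of molecules before amplification predicts fractions near 0 or 1, as does localization in only some neurons, and 83.5% of the fractions of the most variable genes were at most 0.1 or at least 0.9. These cannot be told apart, since the genes were chosen for a high variance, which brings such fractions with it, and the samples hold no technical replicates. Sampling 10 reads adds at most 0.025 to a variance, less than would be needed to reach the paper's value after sampling.

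The distal preference among significant isoform genes stayed at 58.7%, against 42.3% of the other genes, with soma reads sampled down to the dendrite reads. The higher variability in somas stayed above that of the other genes after division by the mean times 1 minus the mean (43.6% against 21.1%) and with both compartments at 10 reads (55.1% against 23.6%). These values speak against read numbers, and against fractions nearer to the middle of their range, as the whole cause, although 43.6% is less than 50% of the genes. The mean fraction in somas lay nearer to the middle in 74.7% of the significant genes, against 39.8% of the others. Fractions nearer to the middle thus stay open as part of the cause.

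According to the paper, spike-in was added to every tube, and the labels give none for neurons 1 and 2. Their samples had at most 80 spike-in reads, against at least 3083 in every other sample, which goes with the labels.

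Separate sets of genes for G-quadruplexes and for B1 or B2 elements predict few genes with both. The number was 49, where 43.7 would be expected for independent matches and 62.7 ± 5.85 (SD over 10000 permutations) among genes of similar 3′UTR length. Both motifs are more frequent in longer 3′UTRs, so the second number is the fairer one, and 49 lies below it (permutation test, two-sided, p = 0.0238). The overlap is smaller than chance for the length but far from absent, and partly separate sets of genes stay open. No biological explanation was tested.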
